# Chromatin states shaped by an epigenetic code confer regenerative potential to the mouse liver

**DOI:** 10.1038/s41467-021-24466-1

**Published:** 2021-07-05

**Authors:** Chi Zhang, Filippo Macchi, Elena Magnani, Kirsten C. Sadler

**Keywords:** Functional clustering, Cell proliferation, Epigenetics, Chromatin structure, Regeneration

## Abstract

We hypothesized that the highly controlled pattern of gene expression that is essential for liver regeneration is encoded by an epigenetic code set in quiescent hepatocytes. Here we report that epigenetic and transcriptomic profiling of quiescent and regenerating mouse livers define chromatin states that dictate gene expression and transposon repression. We integrate ATACseq and DNA methylation profiling with ChIPseq for the histone marks H3K4me3, H3K27me3 and H3K9me3 and the histone variant H2AZ to identify 6 chromatin states with distinct functional characteristics. We show that genes involved in proliferation reside in active states, but are marked with H3K27me3 and silenced in quiescent livers. We find that during regeneration, H3K27me3 is depleted from their promoters, facilitating their dynamic expression. These findings demonstrate that hepatic chromatin states in quiescent livers predict gene expression and that pro-regenerative genes are maintained in active chromatin states, but are restrained by H3K27me3, permitting a rapid and synchronized response during regeneration.

## Abstract (web summary)

Few studies have provided functional analysis of the epigenetic landscape in the regenerating liver. Here the authors define chromatin states in the quiescent vs. regenerating mouse liver through integration of genome wide profiles of DNA methylation, histone modifications, and chromatin accessibility, identifying H3K27me3 as an epigenetic mark conferring regenerative potential.

## Introduction

Gene expression is largely dependent on the combinatorial influence of transcriptional regulators and a highly complex epigenetic code comprised of histone post-translational modifications (hPTMs), histone variants, DNA modifications, long noncoding RNAs, chromatin remodelers, and other factors^1^. In many cases, a combination of epigenetic marks demarcates distinct regions of the genome. The combined influence of these factors confers functions that facilitate precise regulation of gene expression, suppression of transposons and maintenance of nuclear structure. In simplistic terms, elements that pose a threat to cell identity or viability are packaged into constitutive heterochromatin, while other factors assemble on regions of open chromatin to maintain a permissive state for gene expression, DNA replication and recombination. Despite extensive work to study the interplay between the epigenetic features that organize the genome into these distinct chromatin states, defining how such states regulate essential transcriptional responses for organ homeostasis and regeneration is not yet known.

Tissue regeneration in response to injury or tissue loss is accompanied by widespread changes in gene expression and there is an emerging understanding that the regenerative transcriptome is, in part, due to epigenetic changes in regenerating tissues^1–3^. We hypothesized that an epigenetic code in quiescent tissue dictates the pattern of gene expression required for regeneration^3^. This is supported by studies in models where tissue regeneration is mediated by stem cells. For instance, the proliferative capacity and hence regenerative potential of stem cells in both skin^4^ and intestines^5^ is maintained by the polycomb repressor complexes (PRC), which mediate the repressive mark, trimethylated Histone H3 lysine 27 (H3K27me3)^6–9^, which is part of a pattern that permits the precise expression of genes required for regeneration. In contrast, liver regeneration in mammals is largely accomplished by the proliferation of quiescent, mature hepatocytes which synchronously re-enter the cell cycle^10^ following loss of liver mass. This process has been studied for over a century using the partial hepatectomy (PH) model in rodents^11^, where restoration of liver mass relies on synchronous hepatocyte proliferation and hypertrophy, accompanied by changes in expression of thousands of genes^2,12–15^. Such coordinated changes in gene expression implicates that the epigenetic landscape facilitates the precise regulation of this process. However, only a few studies^1,2,16–19^ have provided functional analysis of the epigenetic landscape in the liver.

The genome has been traditionally divided into repressed heterochromatin and open/active euchromatin. Active regions of the genome are dynamic, differ across cell types, and are marked by histone modifications that allow the chromatin to remain accessible to transcription factors. Heterochromatin is characterized by DNA methylation, repressive histone modifications such as H3K9me2/3 or H3K27me3, and association with the nuclear lamina. These epigenetic features of heterochromatin and small-RNA mediated mechanisms serve the essential role of suppressing transposable elements (TEs) to reduce the threat of their expression and mobilization in the genome^20–24^. The discovery of a third category of chromatin characterized as bivalently marked with both activating and repressive marks^25,26^ reveals a mechanism to keep genes silenced under conditions where they are not needed but concurrently maintained in a poised state ready for activation in response to stimuli. Bivalent genes have primarily been studied in the context of development and cancer^27^. This highly complex epigenetic code, including the co-existence of marks that serve opposing functions in chromatin regulation, can functionally segment the genome into distinct regions. Our work addresses how such chromatin states regulate the complex gene expression pattern that confers the unique regenerative potential to the mammalian liver.

Genome-wide epigenetic profiling of hPTMs and DNA methylation combined with chromatin accessibility provided by ATACseq^28^ provides a powerful tool to computationally identify regions of the genome with recurrent associations between marks. The collaborative ENCODE and Roadmap projects^29–31^ and individual investigators have generated extensive datasets to define the epigenetic landscape of stem cells, cancer cells, developing embryos, and many normal tissue types. These studies uncovered common patterns of co-occurring epigenetic marks in many cell types, showing that active and repressed chromatin share similar marks in a wide variety of tissues. This has been extended by a systems biology approach that integrates multiple epigenetic marks to identify marks that co-exist at multiple sites in the genome. These are defined as chromatin states^32–34^. Each chromatin state shows specific enrichments in functional annotations, sequence motifs and genes serving shared cellular functions, suggesting distinct biological roles. In a pioneering study using a multivariate Hidden Markov Model, 51 distinct chromatin states were defined in human T cells^34^. This tool, ChromHMM, was expanded to find the chromatin state of multiple different cell types, and provided a robust method to define distinct epigenetic signatures of cell identities^30,32^. In addition to defining cell identity, chromatin states can be integrated with gene expression data to generate an understanding of the commonalities and differences underlying cell-type-specific regulation of gene expression. A recent report from the mouse ENCODE project combined 8 hPTMs across 66 tissue-stages during mouse development to define 15 ChromHMM states, of which most are consistent across tissues and stages, with the exception of the enhancer state, which is highly dynamic^35^.

In contrast to hPTMs, DNA methylation on CpGs is relatively static and is enriched in gene bodies and in TEs^3,29,36–40^. DNA methylation has been shown to be a conserved mechanism to suppress TE expression^20,37,41–44^ and thereby prevents the potentially catastrophic consequences for genomic stability posed by widespread TE mobilization. Since most TEs are fixed in the genome, the key role that DNA methylation plays in TE suppression in nearly all cells in mammals results in a consistent pattern of DNA methylation in regions of heterochromatin across diverse cell types, although some species-specific and cell-type differences and cell to cell variation in this pattern have been reported^19,36–40^. Constitutive heterochromatin is also marked by H3K9me3, and extensive crosstalk between DNA methylation and H3K9me3 serves to silence TEs and repress gene expression^45,46^. Yet, a simplistic model assuming that all TEs are packaged into constitutive heterochromatin is challenged by studies showing that nearly half of all TEs in human cells fall into active chromatin states^47^ and findings that TEs, like genes, have unique epigenetic signatures that control their expression^2,23,47–50^. It is not clear how the epigenetic landscape serves to package TEs and genes into distinct chromatin regions to control their expression.

Our previous studies on liver regeneration showed that mice lacking the epigenetic regulator, Uhrf1, in hepatocytes displayed widespread DNA hypomethylation and enhanced regeneration following PH. This was associated with premature activation of pro-regenerative genes which we hypothesized was caused by the redistribution of H3K27me3 from promoters to transposons which had lost DNA methylation due to Uhrf1 depletion^2^. These findings suggested that, in wild type livers, these pro-regenerative genes would be maintained in regions of open, active chromatin but would be repressed by H3K27me3, indicating a program that drives liver regeneration as controlled by an epigenetic code.

In this work, we tested this hypothesis by combining genome-wide profiles of histone modifications, a histone variant, DNA methylation and chromatin accessibility by ATACseq to generate an epigenetic map of the adult mouse liver. This defined six chromatin states: two states were characterized by open chromatin and marks of active genes; these were devoid of TEs and encompassed nearly all the genes that were expressed in physiological conditions. However, a subset of genes in these active states were also marked by H3K27me3 and repressed in quiescent livers, representing bivalent genes. Many of these genes were reactivated during liver regeneration accompanied by loss of H3K27me3, and single-cell analysis revealed a heterogenous pattern of activation in regenerating hepatocytes, extending findings by others^51^. TEs were sequestered in states categorized as heterochromatin, and we found that the repressive marks that occupy TEs differed according to transposon age. This indicates that the chromatin state in quiescent livers regulates the expression of genes that maintain hepatic function, has a distinct pattern of occupancy across transposons and poises hepatocytes for regeneration when the mitotic stimuli is provided by PH.

## Results

### Defining chromatin states in the mouse liver

Deciphering epigenetic codes has largely focused on hPTMs and DNA methylation. In part, this is because of the great diversity of hPTMs, which provide a rich set of elements from which a code can be constructed. Moreover, hPTMs regulation is versatile, as these modifications can be transformed, added or removed by regulating the enzymes that write or erase them. Some hPTMs are widely used as a proxy to indicate active and repressed genes: histone H3 lysine 4 tri-methylation (H3K4me3) recruits nucleosome remodeling enzymes and histone acetyltransferases^52^ and enables RNA polymerase function. H3K27me3 largely marks facultative heterochromatin to repress gene expression and H3K9me3 marks constitutive heterochromatin^46^. We hypothesized that a combination of these marks would define functional regions of the hepatic genome.

To test this, we first investigated ENCODE datasets profiling adult mouse livers^53^ using the multivariate hidden Markov model embedded in ChromHMM^34^ on the seven available ChIPseq datasets (POLR2A, H3K4me3, H3K27ac, H3K4me1, H3K79me3, H3K36me3, and H3K27me3). This identified six states (Supplementary Fig. 1A), which, in sum, covered 24.83% of the genome (Supplementary Fig. 1B). The majority of the hepatic genome (75.17%) was in E-S5, and was devoid of any of the profiled features (Supplementary Fig. 1A-B). We sought to extend the epigenomic profiling of the mouse liver by surveying some epigenetic marks of interest (i.e., H3K9me3) and to include chromatin accessibility data and histone variants such as H2A.Z, which have a significant effect on the chromatin landscape^54,55^. 

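The ATACseq and H2A.Z data came from the livers of male mice. ATACseq uses the Tn5 transposase to cut accessible DNA and sequences the fragments. ChIPseq for H2A.Z sequences the DNA bound to this histone variant after the chromatin is digested with micrococcal nuclease. For each assay, 1 library was made from a WT liver and 1 from a liver in which Uhrf1 was deleted in hepatocytes (Uhrf1hepKO). The same 2 livers were used for both assays, which gives 4 libraries in all. The paper reports on the WT liver. With 1 library per condition there is no replicate error, so no p-value is given, and the Wilson 95% intervals beside shares cover counting error only. The H3K4me3, H3K9me3, H3K27me3 and eRRBS data were not analysed here.
The authors aligned the reads to GRCm38.p4 with BWA-MEM and called peaks in each library with MACS2, in broad peak mode for ATACseq. PICARD was used to clean and sort the reads, and for ChIPseq also to remove duplicates. Each deposited list gives the position of every peak, its fold enrichment over the local background, and the −log10 of its p- and q-values. These folds are the authors' and were used only to describe, rank or filter peaks within a list. The methods give a p-value of 0.05 for all peak calls. The highest q-value was 0.0997 in the WT ATACseq list and 0.0500 in the WT H2A.Z list.
The WT ATACseq list held 10758 peaks, of which 10582 lay on chromosomes 1 to 19, X and Y and were used. Their median width was 232 bp and their median fold was 4.31. The WT H2A.Z list held 51702 peaks, 51450 of them on these chromosomes, with a median width of 156 bp and a median fold of 5.12. The lists do not give the number of reads, but the folds carry a trace of it. In the WT H2A.Z list, 93.9% of peaks had a fold that was a whole multiple of 0.244, which corresponds to a background of 3.10 reads per base. The most frequent fold in the WT ATACseq list, 3.52, was shared by 254 peaks and corresponds to 8 reads over a background of 1.56 reads per base. A site in the ATACseq data thus needed several reads above a thin background to be called, and a site without a peak is one where none was detectable at this depth.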

We generated ChIPseq to profile marks of active (H3K4me3 and H2A.Z) and repressive (H3K27me3, H3K9me3) chromatin and ATACseq to profile chromatin accessibility (Supplementary Table 1) and incorporated DNA methylome profiling using previously generated eRRBS datasets^2,39^. Cluster analysis was used to determine if these datasets could be combined with ENCODE data, revealing a strong batch effect (Supplementary Fig. 2A), which could be attributed to the higher sequencing depth in our samples (Supplementary Fig. 2B-C). We therefore proceeded to use the datasets we generated. We are cognizant that this tissue contains multiple cell types, each of which can have distinct epigenetic patterns, but since hepatocytes are the dominant cell type in the adult liver, we speculate that the hepatocyte epigenome dominates the signal in these datasets.

The four ChIPseq and the ATACseq datasets were integrated by modeling the combinatorial presence or absence of these signals using ChromHMM^34^. DNA methylation data were not included at this stage as the base-pair resolution format of eRRBS data across a portion of the genome is difficult to incorporate with peak-based data. We optimized ChromHMM to identify six distinct chromatin states (S1-S6; Fig. 1A). Three states (S1, S2, and S3) were enriched for marks of open chromatin, of which, only S1 and S2 were highly enriched for H3K4me3, while S3 also has indications of being euchromatic, but was dominated by H2A.Z (Fig. 1A). 

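In the WT liver, 3739 of the 10582 ATACseq peaks (35.3%, interval 34.4 to 36.2%) overlapped an H2A.Z peak by at least 1 bp. When the same peaks were placed at random on the same chromosomes 100 times, the mean share was 0.972% and the highest was 1.16%. In the other direction, 4446 of the 51450 H2A.Z peaks (8.64%, interval 8.40 to 8.89%) overlapped an ATACseq peak, against a mean of 0.222% for random placement. The rule for an overlap moved these shares most. When an overlap had to cover at least 50% of the shorter peak, the share of ATACseq peaks was 22.1%. With at least 50% of both peaks it was 4.94%. Most of the overlapping ATACseq peaks thus met the rule for the shorter peak, and most of these failed the stricter rule because the widths differed.
The S3 sheet of Supplementary Data 1 lists 405 genes, of which 345 are protein-coding genes in GENCODE vM21. Of these, 230 (66.7%, interval 61.5 to 71.4%) had an H2A.Z peak within 5 kb of the TSS. Among all 21938 protein-coding genes the share was 52.8%, and the share in S3 was higher than in all of 10000 random lists of the same size. An ATACseq peak lay in this window for 114 of the S3 genes (33.0%, interval 28.3 to 38.2%). This is close to the 30.2% of all protein-coding genes, at the 87.5th percentile of random lists. The genes of S3 have fewer CpGs at their promoters than protein-coding genes as a whole, with a median of 29 within 500 bp of the TSS. Among random lists that were matched on promoter CpGs, the ATACseq share was at the 99.88th percentile (median 26.7%, central 95% from 22.6 to 30.7%), and the H2A.Z share was again above all of them. S3 was modelled by the authors with these same libraries, so shares higher than random restate how the state was made and are not independent evidence. Of the alternatives, keeping only the peaks at or above the median fold of the list moved the H2A.Z share of S3 genes most, to 50.1%. The paper reasons from the combination of signals that S1, S2 and S3 are open chromatin and that H2A.Z sets S3 apart.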

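The S5 sheet of Supplementary Data 1 lists 184 genes, 148 of them protein-coding. An ATACseq peak lay within 5 kb of the TSS of 33 of these genes (22.3%, interval 16.3 to 29.7%), which is at the 1.68th percentile of random lists of protein-coding genes. Among lists matched on promoter CpGs, whose median was 25.0%, it was at the 21.4th percentile, so for genes with as many CpGs the share was ordinary. An H2A.Z peak was found in the same window at 45 of them (30.4%, interval 23.6 to 38.2%), a share below that of all 10000 random lists, matched or not. S5 was modelled with these same libraries, so its low H2A.Z share is not independent of how the state was made. Which state each of these peaks lies in was not analysed here. The S6 sheet was held only in part, 837 of its 1581 rows, and was not tested.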

Two states (S5 and S6) were characterized by the repressive marks, H3K9me3 and H3K27me3, respectively, and were inaccessible based on the absence of ATACseq signal.

**Fig. 1:**
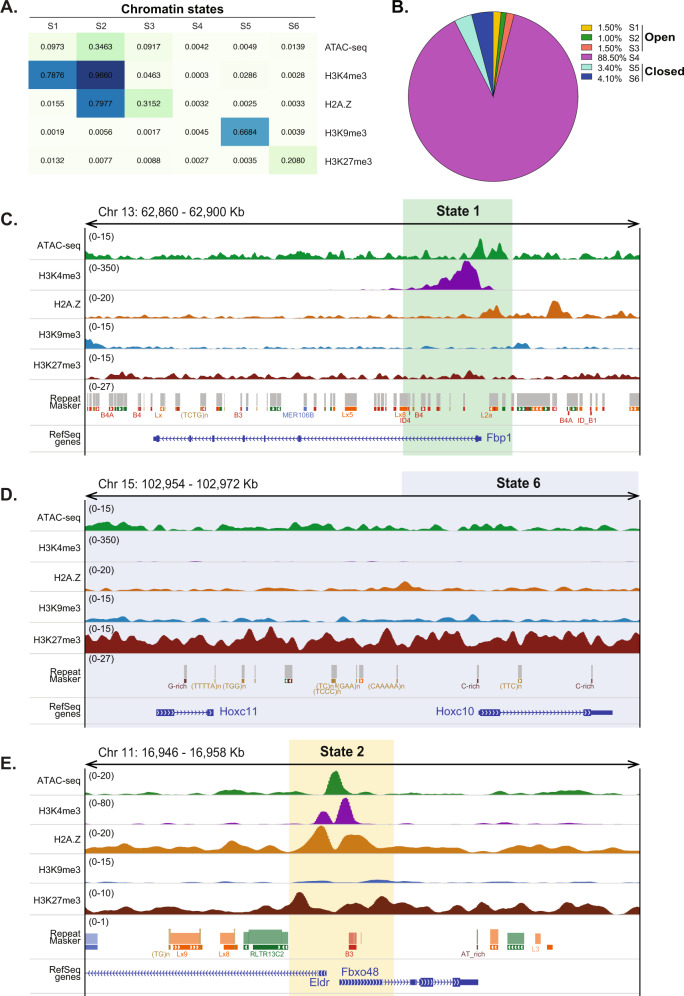
Epigenetic codes shape chromatin states in the adult mouse liver. **A** Heatmap of the emission parameters for each mark profiled shows chromatin mark combinations associated with each chromatin state. Each column corresponds to a different state, and each row corresponds to a histone marker. The emission parameters were generated from ChIPseq data and represent the enriched possibility, indicated by values in each box. **B** The fraction of the hepatic genome covered by each state. The color of each state is retained throughout. **C–E** Representative genes showing the pattern of occupancy in on *Fbp1* (State 1), *Hox* genes (State 6), and a bivalent region from state 2 at the bottom.

Notably, S4 was devoid of any of the epigenetic marks considered in this study. This state accounts for 88.5% of the total genome, whereas states representing open chromatin (S1–3) cover 4% of the genome and the closed chromatin states cover 7.5% of the genome (Fig. 1B). This distribution is very similar to findings reported by the Mouse ENCODE Consortium for a range of adult cell types^30,31,53^. 

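The peaks of both assays take up a small part of the genome. On chromosomes 1 to 19, X and Y, the WT ATACseq peaks covered 3099850 bp (0.114% of the genome) and the WT H2A.Z peaks covered 11725801 bp (0.430%). Together they covered 14312435 bp, or 0.525%. Counted in bins of 200 bp, 26111 of the 13627618 bins (0.192%) held an ATACseq peak and 106416 (0.781%) held an H2A.Z peak. For ATACseq, keeping only peaks at or above the median fold of the list moved the share of bins most, to 0.0985%. For H2A.Z, counting only bins covered by at least 50% moved it most, to 0.421%. The state model was built by the authors from binarized reads rather than from these peaks, so the covered shares are not shares of states.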

To determine if the exclusion of the ENCODE data had a significant effect on the portion of the genome amenable to analysis, we combined the empty states from our dataset (S4) and the ENCODE dataset (E-S5). These almost entirely overlap, with only 21.5% of the regions in S4 and 7.2% of the regions in E-S5 as unique to each dataset (Supplementary Fig. 2D). This means that the prediction of chromatin states from our data is robust. This also confirmed the conclusion that regulatory elements, which are the focus of the marks profiled by ENCODE, only account for a small fraction of the mouse genome^30^. More recent ENCODE studies using an expanded series of eight datasets across tissues and developmental stages in mice showed that 33% of the genome could be assigned to a chromatin state in at least one tissue-stage sample^35^. Our comparison suggests that including ENCODE data provides a minimal enhancement of genome coverage (Supplementary Fig. 2D), and the significant difference between studies on the developing liver and our work on mature livers suggests that the embryonic epigenetic landscape is more dynamic than adult tissues and therefore more likely to have expanded functionally relevant domains.

S1 and S2 are enriched for ATACseq, H3K4me3 and H2A.Z, suggesting that actively transcribed genes would be found in these states. Genome browser views highlight these patterns: genes such as *Fbp1*, which is involved in gluconeogenesis and is highly expressed in hepatocytes are marked by open chromatin marks that characterize S1 (Fig. 1C). In contrast, S6 is dominated by H3K27me3, the dynamic repressive mark which suppresses Hox genes^56^ (Fig. 1D). 

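Fbp1 (ENSMUSG00000069805) lies on the minus strand of chromosome 13 from 62864753 to 62888282 in GRCm38. The WT lists held 0 ATACseq and 0 H2A.Z peaks in the gene or within 5 kb of its TSS. The nearest H2A.Z peaks were upstream, in intergenic sequence. One spanned 62893492 to 62893586 with a fold of 5.12 and a summit 5246 bp from the TSS, and the next spanned 62893742 to 62893870 with a fold of 4.87 and a summit at 5515 bp. The nearest ATACseq peak lay 8160 bp beyond the 3′ end of the gene, in an intron of Fbp2, from 62856335 to 62856592, with a fold of 4.24. These are called peaks, and signal below the calling threshold is not in the lists. H3K4me3, for which S1 is also enriched, was not analysed here.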

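Neither WT list held a peak between the start of Hoxc11 and the end of Hoxc10, from 102954427 to 102971893 on chromosome 15. The nearest WT ATACseq peak, from 103090441 to 103090596, was 118547 bp away. An H2A.Z peak lay beside it, from 103090245 to 103090384, at a distance of 118351 bp. H3K27me3, which defines the state, was not analysed here.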

Meanwhile, H3K27me3 is also detected in S1 and S2, suggesting that there are regions of open chromatin in the mouse liver that are repressed by H3K27me3. 

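Fbxo48 (ENSMUSG00000044966) and Eldr (ENSMUSG00000087060), a long noncoding RNA gene, are arranged head to head on chromosome 11. Fbxo48 spans 16951375 to 16954772 on the plus strand and Eldr spans 16935154 to 16951282 on the minus strand, with their TSSs 93 bp apart. One WT ATACseq peak of 155 bp, from 16951190 to 16951344, covered the TSS of Eldr and reached into the gap between the genes, with a fold of 5.84. Its sequence on the plus strand is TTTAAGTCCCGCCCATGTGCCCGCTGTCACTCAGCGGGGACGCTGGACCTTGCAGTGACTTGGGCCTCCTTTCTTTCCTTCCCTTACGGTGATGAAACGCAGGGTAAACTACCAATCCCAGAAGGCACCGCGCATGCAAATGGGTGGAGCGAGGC, with 9 CpGs and a GC content of 58.1%. H2A.Z flanked this peak on both sides. The H2A.Z peak from 16950758 to 16951082 lay over an exon of Eldr with a fold of 8.53, and the one from 16951461 to 16951563 lay over an exon of Fbxo48 with a fold of 5.61.

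**Figure D1:**
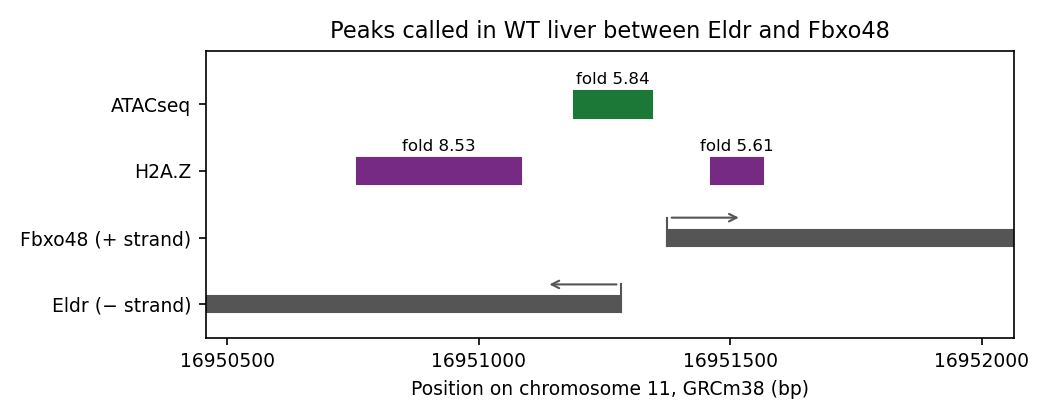
Peaks called in WT liver at the start sites of Eldr and Fbxo48, drawn to scale along chromosome 11 (position in bp, GRCm38). Boxes are ATACseq and H2A.Z peaks with their fold enrichment, grey bars are the genes and arrows mark the TSS and the direction of transcription. The ATACseq peak sits between the H2A.Z peaks.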

The *Fbxo48* gene and *Eldr*, the EGFR lncRNA, are both expressed during mouse liver development and silenced in mature livers^35,53^, representing such bivalent genes (Fig. 1E).

We combined DNA methylome analysis from four male mice with the other marks in pairwise correlations. eRRBS data are biased towards promoters, as this method enriches for CpG islands^39,57^. 

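The sequence under the WT peaks was rich in CpGs. Peaks of ATACseq held 176997 CpGs, or 5.71 per 100 bp, which is 6.91 times the 0.826 per 100 bp of the genome. Peaks of H2A.Z held 275580 CpGs, or 2.35 per 100 bp, 2.85 times the genome. The GC content was 58.2% under ATACseq peaks, 47.6% under H2A.Z peaks and 41.7% in the genome. Although dense, these CpGs were 0.809% and 1.26% of all CpGs in the genome. Their methylation was not analysed here.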

The CpGs found in accessible chromatin (ATACseq positive) or those in regions marked with H3K4me4 or H2A.Z were not methylated whereas nearly all the CpGs found in heterochromatin regions marked by H3K9me3 were methylated. The anti-correlation between DNA methylation and H2A.Z is consistent with findings from other systems, where H2A.Z is postulated to protect regions of the genome from DNA methylation^37,58–60^. Both methylated and unmethylated CpGs overlapped with H3K27me3 (Fig. 2A). There was a complex relationship between DNA methylation, chromatin state and CpG density: nearly all the CpGs in S4 and S5 are fully methylated (Fig. 2B), even though the CpG density was relatively low in these states. This is significant, since S4 occupies the majority of the genome (Fig. 1B). S5 is dominated by H3K9me3 and represents heterochromatin and, as expected, all the CpGs in this state are fully methylated (Fig. 2B). In contrast, despite high CpG density in S1 and S2, these were almost entirely unmethylated (Fig. 2B). This is consistent with S2 representing open and actively transcribed regions with unmethylated high-density CpGs regions, i.e., CpGs islands, which are enriched in promoters and are depleted of methylation^38,61^.

**Fig. 2:**
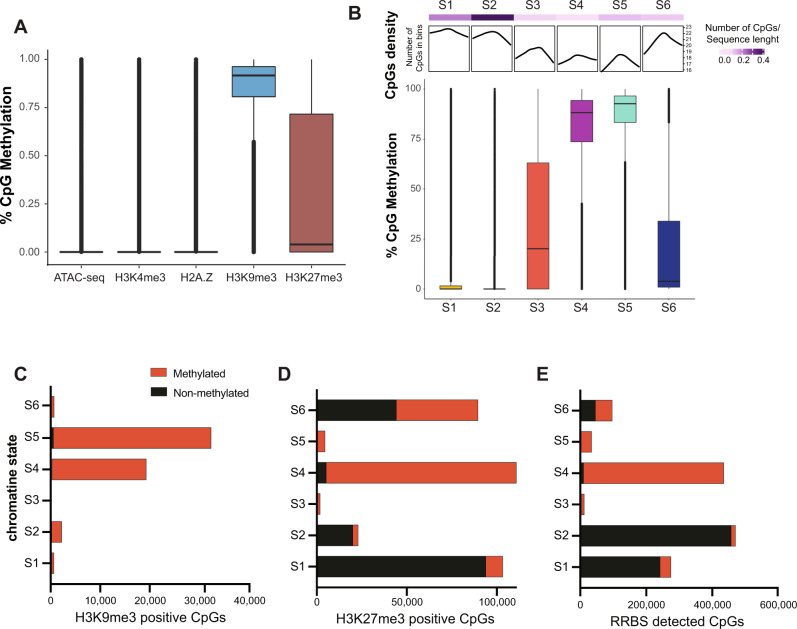
DNA methylation is enriched in repressive chromatin states and excluded from promoters. **A** Methylation levels of individual CpGs in the regions designated as occupied by peaks from ATACseq and ChIPseq. The line in the boxplot represents the median of the distribution and boundaries of the boxes as the quartiles and the whiskers mark the 10th and 90th percentiles. **B** The CpG methylation status in each chromatin state is correlated with CpG density. The top panels display CpG density and the box and whisker plots display the range of CpG methylation across each state based on RRBS. The line in the boxplot represents the median and the boxes represent first and third quartiles, the whiskers represent data that are within the 1.5 × interquartile range; data beyond the end of the whiskers are outlying points that are plotted individually. **C–E**. Black indicates methylated, red indicates unmethylated. The number of CpGs categorized as methylated (>80%) and nonmethylated (<20%) plotted across (**C**) the entirety of each chromatin state or in the regions of each state occupied by H3K9me3 (**D**) or H3K27me3 (**E**).

To investigate the relationship between the individual chromatin marks and DNA methylation, we assessed the methylation profile of CpGs in regions marked by H3K9me3 (Fig. 2C) and H3K27me3 (Fig. 2D). Nearly all CpGs in regions covered by H3K9me3, regardless of the state, were fully methylated (Fig. 2C). However, we also found that not all methylated CpGs were occupied by H3K9me3, indicating a pattern whereby some highly methylated regions are in constitutive heterochromatin, whereas others are not. A more complex pattern was uncovered between H3K27me3 and DNA methylation in S6, where the methylation status of CpGs covered by H3K27me3 ranges from 0 to 75%, with the median at 5% (Fig. 2A). This is, in part, attributed to the broad peak feature of H3K27me3 (Fig. 1D). A clear pattern was observed in S4, where all CpGs were methylated. In S1 and S2, nearly all the CpGs occupied by H3K27me3 were unmethylated (Fig. 2D), likely reflecting the general CpG methylation pattern in those states (Fig. 2E). Together, these data show that some features of the hepatic epigenome follow well-established patterns; for instance, well-established markers of heterochromatin have a high probability of co-occupancy with DNA methylation and that H2A.Z is anticorrelated to it^37,55,59,60^. Furthermore, we also uncovered unexpected patterns including the complex distribution of H3K27me3 across chromatin states and the bimodal pattern of DNA methylation in regions covered by H3K27me3.

### Chromatin states predict genomic elements and the transposon landscape

If each chromatin state serves distinct functional roles in genome organization, then the distribution of genomic elements across states should reflect this. For instance, since S1 and S2 are designated as open, active regions, this predicts that these states will largely be composed of promoters and gene-rich regions, whereas the heterochromatic S5 and the heavily methylated S4 would be predicted to be enriched in intergenic regions and introns. We tested this by categorizing the annotated introns, exons and intergenic regions and added proximal promoters as −500 bp from the TSS of each annotated gene (Fig. 3A-B) of each state. 

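The peak lists were laid over genes annotated in GENCODE vM21, with promoters taken as 500 bp upstream of the TSS. Promoters are 0.995% of the genome, but they held 33.0% of the base pairs under WT ATACseq peaks, 33.2 times their share of the genome. Exons held 22.1%, introns 24.0% and intergenic sequence, which is 54.5% of the genome, held 20.9%. Under WT H2A.Z peaks, the share of promoters was 18.9% (19.0 times), with 11.8% in exons, 33.2% in introns and 36.0% in intergenic sequence. Taking promoters as 500 bp on either side of the TSS moved the promoter share under ATACseq peaks most, to 53.4%. Of the 21938 promoters of protein-coding genes, 4902 (22.3%, interval 21.8 to 22.9%) held a WT ATACseq peak and 8232 (37.5%, interval 36.9 to 38.2%) held an H2A.Z peak. Either peak was found at 9077 promoters (41.4%, interval 40.7 to 42.0%) and both at 4057 (18.5%, interval 18.0 to 19.0%). When every annotated gene was counted in place of protein-coding genes, the share with either peak was 19.7%.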

As predicted, S1 and S2 are enriched for promoters, with over half of all promoters in the genome occupied by S1, S2, and S3 and only a small fraction of the intergenic regions is present in these open states (Fig. 3C). In contrast, S5 occupies less than 1% of all promoters (Fig. 3C) and is enriched for intergenic regions and introns (Fig. 3A-B), confirming its heterochromatin classification. S6, which is characterized by high probability of the presence of H3K27me3, covers nearly 9% of all promoters and is enriched for exons, but has relatively less occupancy of the intergenic regions compared to the total genome (Fig. 3B-C). This is consistent with a dynamic and highly complex role for H3K27me3 in gene regulation and genome organization in the liver.

**Fig. 3:**
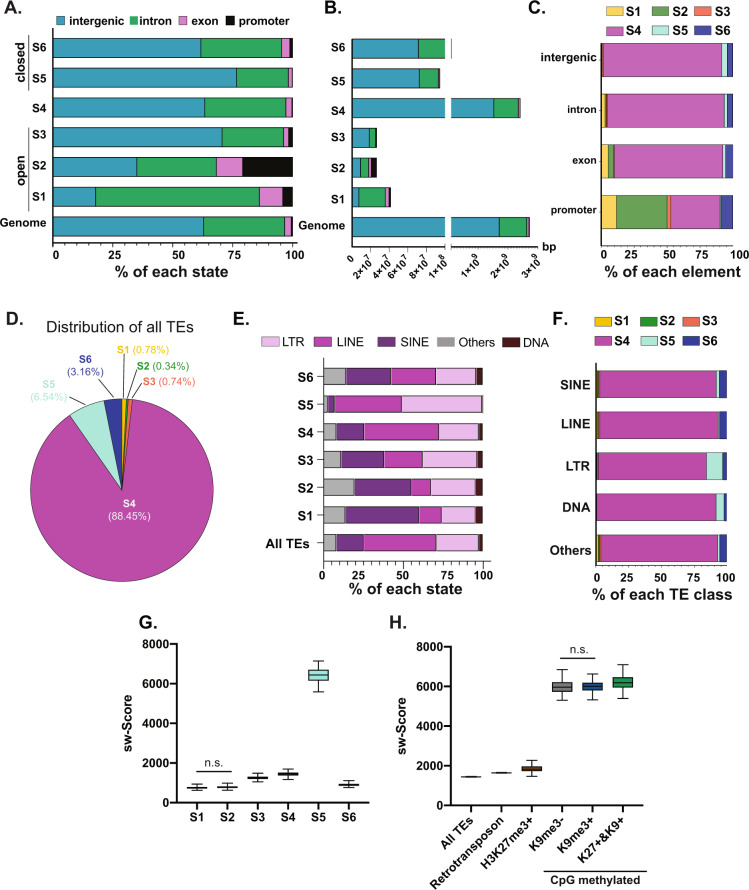
The hepatic genomic and TE landscape is segregated by chromatin states. **A** Relative proportion of annotated genomic elements across each chromatin state. **B** The length in base pairs (bp) covered in each chromatin state with the annotated genomic elements each individual state compared to the reference genome. Colors of each genomic element as labeled in legend for panel **A**. **C** Each genomic element is differentially occupied by the six predicted chromatin states. **D** Distribution of all TEs across chromatin states**. E** Annotation of TE classes and subclasses within each chromatin state compared to the distribution in the entire genome. **F** Distribution of chromatin states across TE classes and subclasses. **G** Smith-Waterman score represents the age of TEs in each chromatin state. The larger the sw score is, the younger the TE. sw score as a reflection of TE age is differentially distributed across states. One-way ANOVA is performed to test significant difference, multiple comparisons between each two group is with Tukey correction. The difference between S1 and S2 is not significant, all the other comparisons are significant with *p*-value < 0.0001. **H** All TEs, all retrotransposons and those TEs occupied by H3K27me3 alone or DNA methylation alone or in combination with H3K9me3 were assessed for their age based on sw score. Note that all TEs marked by H3K9me3 were also marked by CpG methylation, and therefore this mark could not be evaluated in isolation. One-way ANOVA is performed as in panel **G** The comparison between H3K9me3- and H3K9m3+ is marked with not significant, with all the other comparisons significant with *p*-value less than 0.0001. In **G, H**, the median is shown, with the boundaries of the boxes as the quartiles and the whiskers mark the 10th and 90th percentiles.

Studies in cultured cells have shown that there is variability in the epigenetic marks occupying TEs^23,48–50^, with a simple model of TE repression mediated by packaging into constitutive heterochromatin, with DNA methylation as the key repressive mark. This predicts that TEs would be enriched in chromatin states that are marked by DNA methylation (S4) and H3K9me3 (S5). We assessed this by first determining the state where TEs reside and asked whether different TE classes were over or under represented in different states (Fig. 3D–F, Supplementary Fig. 3A). Most TEs (88%) reside in S4, 6.5% and 3.16% of all TEs are found in S5 and S6, respectively, and there are less than 2% of all TEs in S1–S3 combined (Fig. 3D, Supplementary Fig. 3A). This shows that while the distribution of TEs is proportional to the genome covered by S4, they are disproportionately distributed in the other chromatin states.

The majority TEs in mouse genome are class 1 retrotransposons, which are dominated by the LINE subclass (Fig. 3E). To investigate whether different chromatin states preferentially covered distinct TE classes and subclasses, their distribution across all states was examined (Fig. 3E-F, Supplementary Fig. 3A). The TE distribution in S4 was essentially the same as the whole genome, (Fig. 3E) which is logical since S4 encompasses 88% of the genome. LINEs were depleted from S1–S3, but enriched in S5. Less than 20% of all TEs are SINEs, yet these represented the largest category of TEs in S1, S2, and S6 and virtually no SINEs were found in S5 (Fig. 3E). S5 is selectively enriched with LTRs and LINEs (Fig. 3E-F), which suggest that these retroelements, which are the most likely to be mobile in the mouse genome, are sequestered in heterochromatin. Analysis of DNA methylation levels across TE classes (Supplementary Fig. 3B) and chromatin states (Supplementary Fig. 3C) shows that, as expected, all TEs have high levels of methylation compared to CpGs that are outside TEs; this is consistent with the high population of TEs in S4–6. In contrast, there was virtually no methylation on TEs in S2 (Supplementary Fig. 3C). This was, in part, reflective of low number of TEs in S2 (Supplementary Fig. 3A) and the low CpG density of the TEs in the open states (Supplementary Fig. 3D).

We hypothesized that multiple repressive mechanisms will be engaged to repress the young TEs, which pose the most threat of mobilization. The Smith-Waterman (SW) score provides a measure of TE age in each state. The SW score shows that TEs in S5 are the youngest (Fig. 3G). We asked whether younger TEs would be occupied by multiple epigenetic marks by comparing the SW score from all TEs marked with H3K27me3 alone, DNA methylation alone and DNA methylation in combination with H3K9me3 and H3K27me3 (Fig. 3H). We identified a significantly higher SW score in TEs marked by DNA methylation alone compared to all retrotransposons, and this score increased in those TEs with both DNA methylation and H3K9me3, but is not significantly different in TEs with all three repressive marks (Fig. 3H). This corresponds to an elevated CpG density (Fig. 2B) in these younger TEs and the high level of methylation in the TEs marked by H3K9me3 (Supplementary Fig. 3E). This suggests that young retrotransposons may retain the CpG dense promoters found in the genomic structure of their retroviral ancestors.

### Chromatin states predict gene expression and functional categories

To investigate the relationship between gene expression and hepatic chromatin state, the regions flanking the transcription start site (TSS; ±5 Kilobases (Kb)) of all genes in each state that contained any of the marks we profiled were identified (total = 16,940 genes; Fig. 4A, Supplementary Dataset 1). Nearly half of these (7778 genes) were in S2, and with the second highest percentage (27%; 4580 genes) in S4 (Fig. 4A). In contrast, there were less than 500 genes in S3 and S5, combined. This distribution is disproportionate with the percent of the genome covered by each state (Fig. 1B), indicating that S1 and S2 are significantly enriched for genes, and that S4 contains fewer genes than expected (see also Supplementary Fig. 6A). The enrichment of each epigenetic feature across the TSS of genes in each state (Fig. 4A) shows that in S2, the marks of active chromatin (ATACseq, H3K4me3, and H2A.Z) present strong and narrow peaks around the TSS, whereas S1 has fewer and broader peaks for ATACseq and H2A.Z. As expected, while all genes in S5 were covered with H3K27me3, very few also show occupancy by H3K4me3 and, strikingly, H3K27me3 was also enriched across the TSS of a subset of genes in S2 and S1. 

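The 2 assays differed in where their WT peaks sat around the TSS. Of the 4972 ATACseq peaks with a centre within 1 kb of a TSS, 2657 (53.4%, interval 52.1 to 54.8%) had it within 100 bp, and the fullest step of 100 bp was just upstream of the TSS, with 1502 peaks. Of the 17084 H2A.Z summits within 1 kb, only 1143 (6.69%, interval 6.33 to 7.07%) were within 100 bp. The H2A.Z summits lay to either side, 8503 (49.8%) upstream and 7438 (43.5%) downstream, and were most frequent from 100 to 200 bp downstream, with 2277 summits. Measuring from the TSS of any annotated transcript moved the H2A.Z share within 100 bp most, to 17.8%. Broad peaks have no summit, so their centres were used.

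**Figure D2:**
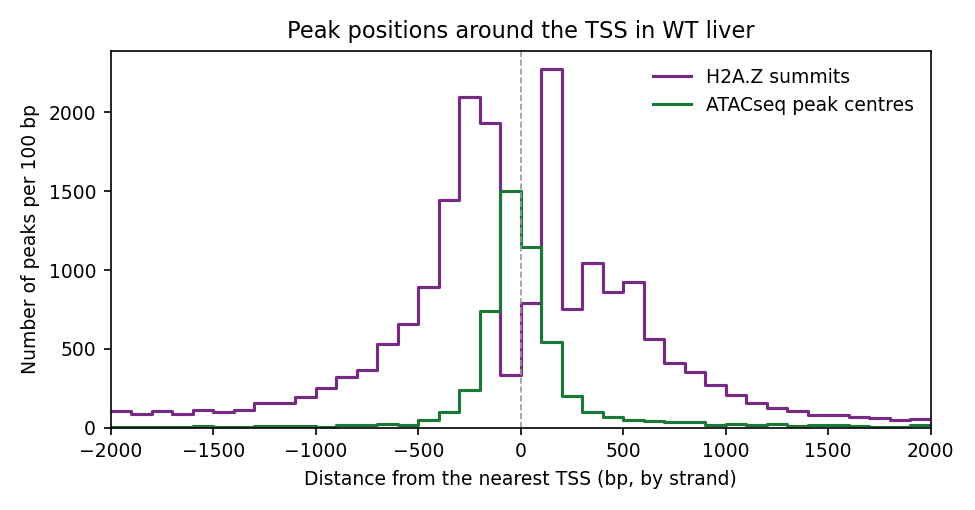
Number of WT ATACseq peak centres and H2A.Z summits per 100 bp by distance from the nearest TSS of a protein-coding gene (bp, negative upstream). ATACseq centres are most frequent at the TSS, where the number of H2A.Z summits dips, with a maximum of H2A.Z on each side.

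The copy of the S1 and S2 sheets used here held the first 1999 of 3030 and of 7778 rows, so the shape of peaks was compared at the liver enriched genes of Supplementary Data 2, which are listed in full. For each gene with a peak within 5 kb of the TSS, the peak with the highest fold was taken. The median width of ATACseq peaks was 195 bp at 20 genes in S1 and 278 bp at 18 genes in S2. The difference of −83 bp was at the 5.38th percentile of 10000 reassignments of the states to the genes, inside their central 95% (−102 to 103 bp). For H2A.Z, the median width was 125.5 bp at 44 genes in S1 and 148.5 bp at 60 genes in S2. This difference of −23 bp was at the 1.3th percentile and outside the central 95% (−19.5 to 24.5 bp). The median fold of H2A.Z peaks was also lower in S1, at 5.36 against 6.34, at the 0.490th percentile. This difference of −0.975 depends on the choice of peak, and over all peaks in the window it was −0.244. The median fold of ATACseq peaks, 3.87 against 4.07, was at the 25.5th. Taking only the ATACseq peaks at or above the median fold of the list moved the difference in width most, to −221.5 bp, but left only 5 genes in S1 and 8 in S2 with such a peak.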

Since S4 occupies the majority of the genome and encompasses 4580 genes, we speculate that this region is not devoid of epigenetic marks, but instead is likely decorated with marks not included in our analysis. Indeed, although the heatmap in Fig. 4A is populated only with regions that contain a mark and therefore excludes the majority of the unmarked state, this data shows that some of the genes in this state are marked with H2A.Z and H3K4. Thus, although this state is marked as empty, there may be some genes, which are embedded in this broad swath of the genome marked by these features.

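The S4 sheet of Supplementary Data 1 was held only in part, the first 1999 of its 7611 rows, and was not tested as a list. Supplementary Data 2 places 42 liver enriched genes in S4. At 12 of them (28.6%, interval 17.2 to 43.6%) a WT H2A.Z peak lay within 5 kb of the TSS, and at 2 (4.76%, interval 1.32 to 15.8%) an ATACseq peak did. The H2A.Z share was at the 0.0750th percentile of 10000 random lists of 42 protein-coding genes, whose median was 52.4%. Among lists matched on promoter CpGs it was at the 86.1th percentile, with a median of 21.4%, and the ATACseq share was at the 14.5th. Both were within the range of genes with as few CpGs, though S4 was modelled with these same libraries. H3K4me3 was not analysed here.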

**Fig. 4:**
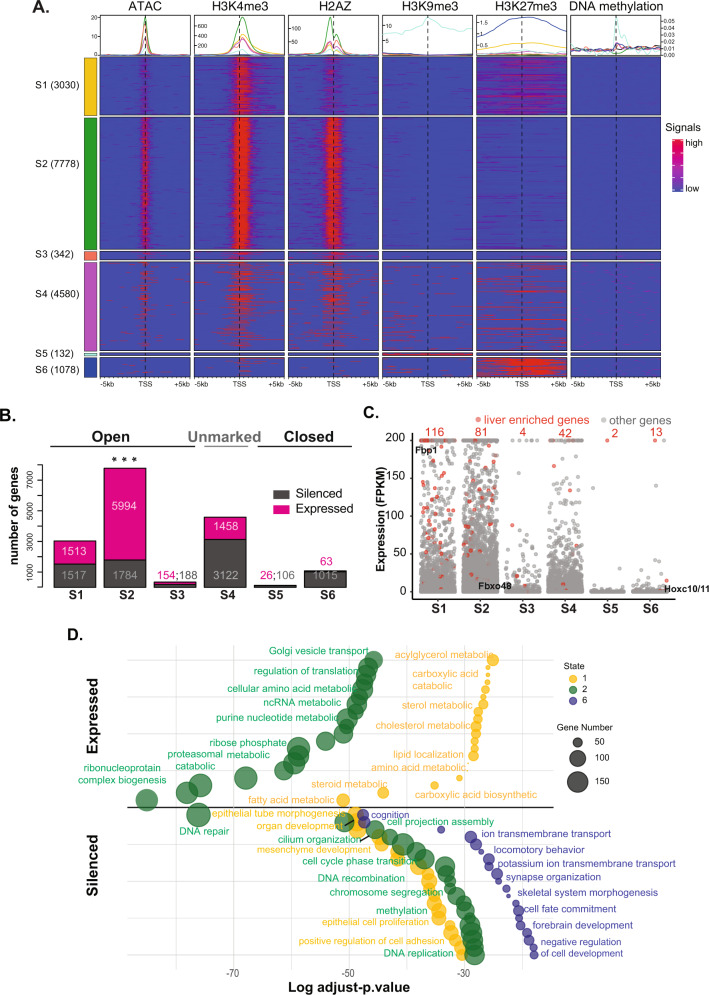
Chromatin state predicts gene expression and function in the quiescent mouse liver. **A** Global view of epigenetic features anchored around the TSS (±5 kb). Genes are segregated into chromatin states. The number of genes in each state is indicated. Genes in each state which were devoid of any marks were excluded from the display. Line colors in aggregate plots reflect the state colors as indicated on the side of the heatmap. **B** Numbers of expressed gene (FPKM > 1; pink) and silenced genes (FPKM ≤ 1; gray) in different states based on transcriptomic measurements in quiescent mouse livers. **C** Gene expression level, represented by FPKM, in each state. Liver enriched genes are indicated in red, and the numbers of the liver enriched genes in each state are labeled in red. The location of *Fbp1*, *Fbxo48*, and *Hoxc10/11* are indicated in alignment with data presented in Fig. 1. Liver enriched genes are indicated in red dots. **D** Significant GO pathways for genes in in S1, S2, and S6 which were designated as expressed and silenced in panel **B**. The bubble color and size correspond to state and gene number, respectively. The *Y*-axis displays arbitrary units used to spread the bubbles for ease of visualization.

We tested the predictive value of these chromatin states on gene expression utilizing RNA-seq data from quiescent adult livers of the same age, gender, and strain of mice used for the epigenomic profiling^2^. Genes in each state were categorized as expressed based on Fragments Per Kilobase of transcript per Million (FPKM) > 1 (total = 9208 genes) or silenced (FPKM < 1; total = 7733 genes; Fig. 4B, Supplementary Dataset 1). Over ¾ of all genes in S2 and half of all genes in S1 were expressed, compared to only 6% of the genes in S6 (Fig. 4B). Despite the majority of the genome residing in S4, less than a third of the genes in this state were expressed, indicating that this state is largely repressive.

Chromatin states could serve as a mechanism for co-regulation of genes that share similar functional properties or that participate in the same cellular processes. This predicts that genes expressed at high levels in hepatocytes would be enriched in S1 and S2. We tested this by identifying a set of 242 genes that are expressed at high levels from a human liver-specific proteome dataset^62^, termed as liver enriched genes (Supplementary Dataset 2). 

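Supplementary Data 2 lists 258 liver enriched genes with their states, 116 in S1, 81 in S2, 4 in S3, 42 in S4, 2 in S5 and 13 in S6. A WT H2A.Z peak lay within 5 kb of the TSS of 119 of them (46.1%, interval 40.1 to 52.2%) and an ATACseq peak of 40 (15.5%, interval 11.6 to 20.4%). The ATACseq share was below that of all 10000 random lists of protein-coding genes and the H2A.Z share was at the 1.59th percentile. The liver enriched genes have few CpGs at their promoters, with a median of 10 within 500 bp of the TSS against 41 for all protein-coding genes, and peaks of both assays lie in CpG-rich sequence. Among lists matched on promoter CpGs, the ATACseq share was at the 91.6th percentile and the H2A.Z share was above all 10000. The states differed in H2A.Z. Of the genes in S2, 60 (74.1%, interval 63.6 to 82.4%) had an H2A.Z peak, more than in nearly all random lists (percentile 99.995), and of those in S1, 44 did (37.9%, interval 29.6 to 47.0%, percentile 0.0900). Matched on promoter CpGs, the H2A.Z share of S2 was above all lists and that of S1 at the 99.4th percentile. The states were modelled by the authors with these same libraries and the random lists draw genes of every state, so the percentiles of single states are not independent of how the states were made. In ATACseq, the shares of S1 (20 genes, 17.2%, interval 11.4 to 25.1%) and S2 (18 genes, 22.2%, interval 14.5 to 32.4%) were within counting error of each other. Of the genes in S3, S5 and S6, none had an ATACseq peak, which these few genes cannot tell from a low share. A window of 500 bp in place of 5 kb moved the H2A.Z share of S1 most, to 17.2%.

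**Figure D3:**
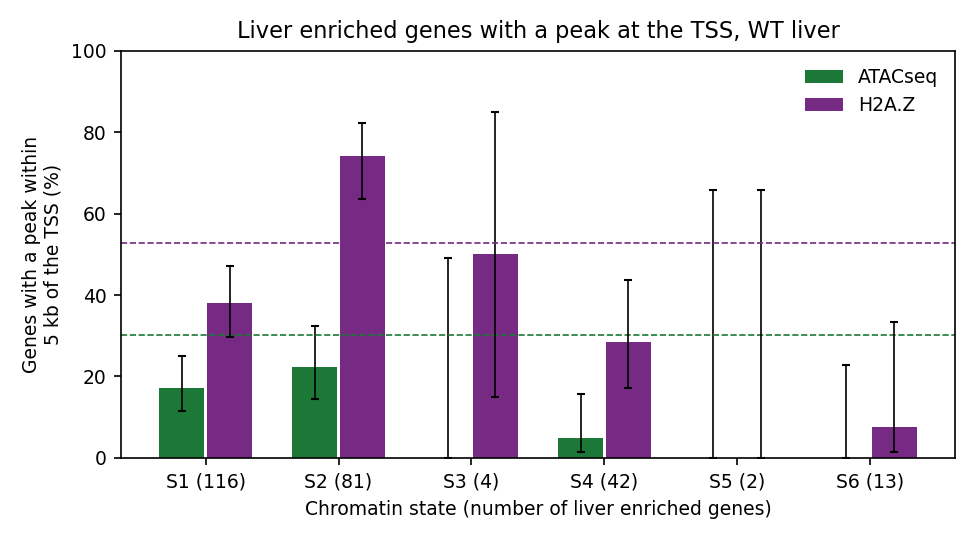
Percent of liver enriched genes with a WT ATACseq or H2A.Z peak within 5 kb of the TSS, by chromatin state, with the number of genes in parentheses. Bars start at 0, error bars are Wilson 95% intervals and dashed lines are the shares of all protein-coding genes. H2A.Z stands highest in S2.

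The highest folds of H2A.Z peaks at these genes were 12.4 at Apom, 11.0 at Dhodh and 10.7 at Abcb11, all in S2. The Apom summit lay in intergenic sequence at −2982 bp from the TSS, while those of Dhodh and Abcb11 lay at −210 and −212 bp. In ATACseq the highest folds were 5.76 at Mthfd1, 5.73 at Cp and 5.52 at Ugdh. The Cp peak, at the only one of these 3 genes in S1, was centred at −2960 bp from the TSS, while those of Mthfd1 and Ugdh covered it. The Mthfd1 peak also overlapped an exon of Gm47525.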

Plotting the expression levels of these genes compared to all genes in each state confirmed their high level of expression in the liver and also showed these genes to be significantly enriched in S1 and S2 and almost entirely absent from S3, S5, and S6 (Fig. 4C; red dots). This indicates that the chromatin state serves as a mechanism to maintain the constitutive high expression of genes important for liver identity and function.

To test whether certain cellular functions are embedded in the chromatin states identified, we categorized genes from each state as expressed and silenced (Fig. 4B) and subjected these groups to gene ontology (GO) analysis (Fig. 4D, Supplementary Fig. 4, Supplementary Dataset 3), revealing a striking pattern of genes with distinct functional features clustered by state. For instance, the expressed genes in S1 are all related to energy, lipid and amino acid metabolism while most of the expressed genes in S2 function in translation and nucleic acid metabolism (Fig. 4D). In contrast, there are no categories enriched for the expressed genes in S5 or S6, indicating that these states do not contain a code that functions to co-activate genes.

We were most intrigued by the silenced genes in each state. For instance, in S6, genes involved in functions unrelated to liver function, such as synapse organization, locomotion, and development, were silenced. This is consistent with the model whereby commitment to cell identity during liver development is, in part, due to H3K27me3 mediated silencing of genes that are not involved in differentiation or function of liver cells^63^. The genes in S4 captured diverse GO pathways (Supplementary Fig. 4), reflecting the absence of informative marks to cluster these genes into functional categories.

Our central hypothesis is that genes required for responding to stimuli are marked in quiescent livers by an epigenetic code that facilitates rapid response. This is exemplified by the genes that drive hepatocyte proliferation in response to loss of liver mass. The striking finding that many GO terms related to response to stimuli, such as the DNA damage response, cell cycle control and proliferation were enriched in the groups of silenced genes. also fall into states representing open chromatin (S1 and S2, Fig. 4D), support this hypothesis. Our previous study on epigenetic regulation of liver regeneration showed that H3K27me3 depletion from cell cycle genes is associated with premature activation of cell proliferation during liver regeneration^2^. Based on this, we hypothesized that H3K27me3 would be a key element of the epigenetic code coordinating gene expression during regeneration. To test this, we examined genes in S1 and S2 categorized based on expression and GO analysis (as in Fig. 4B, D), for H3K27me3 occupancy around the TSS in quiescent livers. This showed that silenced genes were enriched with H3K27me3 whereas expressed genes were not (Fig. 5a). Moreover, analysis of genes in S1 and S2 that were marked by H3K27me3, compared to those that were not marked, shows that the presence of H3K27me3 is correlated with significantly lower expression of these genes (*p*-value < 0.05, Supplementary Fig. 5A). Together, these data demonstrate that chromatin state is highly predictive of gene expression in the liver and that genes carrying out distinct functions can be clustered based on chromatin state. Most importantly, the subset of genes important for the response to stimuli are maintained in an active, open chromatin state but are repressed by H3K27me3 occupation.

**Fig. 5:**
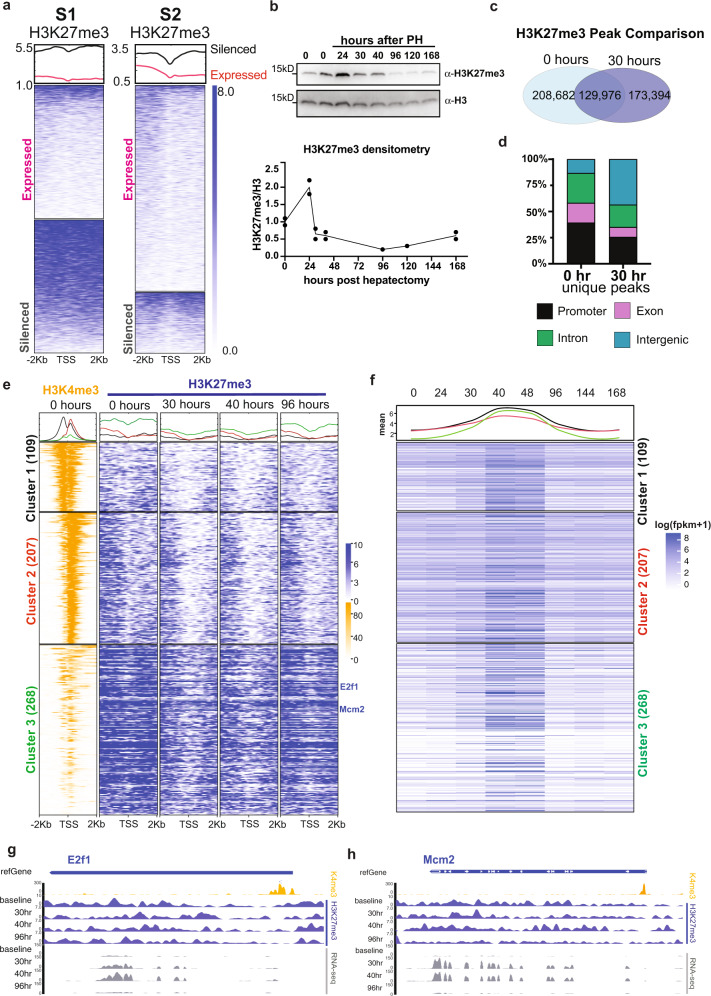
H3K27me3 depletion primes cell proliferation genes for dynamic expression during liver regeneration. **a** H3K27me3 occupancy around the TSS genes from S1 and S2 based on expressed and silenced categories demarked in Fig. 4B. **b** Western blot for H3K27me3 in liver samples collected at baseline and following PH. H3 is used as loading control. All the samples were processed in parallel. H3 and H3K27me3 were run in parallel on different gels. Each experiment was repeated independently with similar results and quantification of two biological replicates for all timepoints except for 96 and 120 h after PH is shown (lower panel). Dots represent biological replicates and line represent the trend of the change of H3K27me3 over time (Source data are provided as a Source Data file). **c** Comparison of H3K27me3 called peaks between baseline and 30 h after PH. **d** The peaks that were unique at each timepoint (i.e., from the nonoverlapping regions of the Venn diagram in **c**). were annotated by genomic elements to show that there is a redistribution from promoters to intergenic regions. **e** H3K4me3 and H3K27me3 occupancy around the TSS for genes residing in S1 and S2, which were categorized as cell proliferation related based on GO analysis. Genes were subject to K-means clustering based on H3K4me3 and H3K27me3 signals in quiescent livers. Metaplots retain the rank order of genes in each cluster across all the timepoints examined after PH. Gene number in each cluster is indicated. **f** Gene expression at 8 timepoints after PH is represented by log transformed FPKM + 1, with the rank order retained from panel **e**. Mean of expression at each timepoint for each cluster is plotted at the top and annotated by corresponding color for each cluster. **g** Epigenome browser view of *E2f1* and *Mcm2* expression and H3K27me3 occupancy during regeneration and H3K4me3 at baseline.

### Bivalency primes pro-regenerative genes for expression during liver regeneration

The discovery of bivalent genes marked with H3K27me3 and H3K4me3^26^ illustrated that both activating and repressive marks can co-exist, and together these can influence important transcriptional events^27^. Since there is little hepatocyte proliferation under physiological conditions, it is not surprising that genes regulating the cell cycle and proliferation were silenced in the quiescent liver. 

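Supplementary Data 2 lists 584 cell proliferation genes, of which 580 are protein-coding genes in GENCODE vM21. In the quiescent WT liver, 292 of these (50.3%, interval 46.3 to 54.4%) had an ATACseq peak within 5 kb of the TSS and 466 (80.3%, interval 76.9 to 83.4%) had an H2A.Z peak. The paper took these genes from S1 and S2, states modelled with these same WT libraries. Shares above those of random protein-coding genes are thus not independent of the selection and were not read as a result. The promoters of these genes are also rich in CpGs, with a median of 64 within 500 bp of the TSS. Keeping only peaks at or above the median fold of each list moved the ATACseq share most, to 37.1%. The highest folds of ATACseq peaks were 10.8 at Palb2, 10.4 at Kif18a and 9.46 at Cdc25c, each within 200 bp of the TSS. The Palb2 peak also overlapped an exon of Dctn5, and the Kif18a peak an exon of Mettl15. Accessibility at these sites thus cannot be assigned to the proliferation gene alone. For H2A.Z the highest folds were 16.1 at Polq, 15.8 at Zranb3 and 15.4 at Rfc3.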

Our discovery that these reside in active chromatin states (S1 and S2), suggests that the chromatin environment around these genes could contribute to their differential expression during regeneration.

To address this, we examined H3K27me3 during regeneration by two methods. First, western blotting for total H3K27me3 levels at 24, 30, 40, 96, 120, and 168 h and genome occupancy by ChIPseq at 30, 40, and 96 h after PH were performed (Supplementary Table 1). The total amount of H3K27me3 increased at 24 h and decrease at later timepoints (Fig. 5b). Although the global pattern of H3K27me3 genome occupancy did not dramatically differ between these timepoints, (Supplementary Fig. 5B), H3K27me3 occupancy at the TSS shows a loss at promoters at 30 and 40 h that is partially restored at 96 h (Supplementary Fig. 5C). The differences in the pattern of H3K27me3 genome occupancy is highlighted by comparing the number of peaks between quiescent livers and those at 30 h after PH: the total peak number is decreased at 30 h and only 42% of peaks at this timepoint occupy the same loci that are occupied in quiescent livers (Fig. 5c). Moreover, the peaks that are uniquely occupied by H3K27me3 in quiescent livers are primarily in exons and promoters, whereas the unique peaks at 30 h are mostly in introns and intergenic regions (Fig. 5d). Together, these data show a global decrease in the total amount of H3K27me3 and a redistribution during the stages of liver regeneration where hepatocytes are undergoing DNA replication and proceeding through mitosis. This could be mediated by changes in the levels of writers or erasers of H3K27me3, of which Ezh2, Eed, Suz12, Kdm6a, and Kdm6b show a dynamic expression pattern during regeneration (Supplementary Fig. 5D). In addition, other factors as of yet identified may be responsible for redistributing H3K27me3 away from promoters and towards the intergenic regions.

Notably, we found that of all the genes that were differentially expressed during regeneration, there was a significant enrichment for those residing in S2 (Supplementary Fig. 6A). This suggests an epigenetic code in S1 and S2 primes genes for differential expression during regeneration. This was further analyzed by focusing on all the genes in S1 and S2 that were silenced and were annotated by GO to be related to cell proliferation (Fig. 4D; Supplementary Dataset 2). These were grouped into three clusters by k-means algorithm based on H3K4me3 and H3K27me3 occupancy around the TSS at baseline, other timepoints after PH are sorted accordingly to clusters (Fig. 5e; Supplementary Dataset 2). Cluster 1 (109 genes) was highly enriched with H3K4me3 arounds the TSS with relatively lower H3K27me3 occupancy, Cluster 2 (207 genes) was enriched with H3K4me3 in downstream of the TSS and Cluster 3 (268 genes) had lower H3K4me3 occupancy but had relatively higher H3K27me3 occupancy. While genes in all clusters were significantly increased at 40 and 48 h after PH, Cluster 3 genes were the most repressed in the quiescent liver and are among the most active during regeneration (Fig. 5f). GO analysis for 3 cluster further showed cell proliferation are specifically enrich in cluster 3 (Supplementary Fig. 6F). As an example, the important cell cycle regulator, *E2f1*, and *Mcm2*, a key component in DNA replication were included in Cluster 3 (Fig. 5e), with a high level of H3K27me3 and poised H3K4me3 occupancy at the TSS in quiescent livers, but with a depletion of H3K27me3 during regeneration (Fig. 5g–h). These show that important cell cycle genes are silenced and maintained in a bivalent state in quiescent livers.

A very different pattern was found on liver enriched genes (Supplementary Dataset 2), which showed an elongated H3K4me3 signal around the TSS and no fluctuation of H3K27me3 during regeneration (Supplementary Fig. 6B). This confirms the finding that H3K4me3 domains spread more broadly over genes that are essential for the identity and function of that specific cell type^64^. Most of these liver function genes were stably and highly expressed throughout regeneration (Supplementary Fig. 6C). Conversely, all the genes in S6 were devoid of H3K4me3, retained high levels of H3K27me3 and remained suppressed during regeneration (Supplementary Fig. 6D-E). The pattern of gene expression during regeneration was distinct from the pattern of TE expression, which remained largely stable over the time course of regeneration with SINEs and some LINEs being the highest expressed and DNA transposons being the lowest (Supplementary Fig. 7A-B). There was little change in the pattern of DNA methylation at 96 h after PH (Supplementary Fig. 7C) with no correlation between TE expression and DNA methylation changes at this timepoint (Supplementary Fig. 7D). Together, these data indicate that there are distinct epigenetic patterns in the quiescent liver that dictate the pattern of expression of genes essential for liver function, cell proliferation and for TEs during liver regeneration.

### Predicted regenerative genes feature a subset of hepatocyte during liver regeneration

We next asked if all hepatocytes have the same transcriptional response during regeneration by mining a single-cell RNA-seq (scRNAseq) dataset from a mouse PH model^51^ where the strain and sex of the samples match those used in our experiments. Analysis of nearly 4000 cells from quiescent livers and those collected at 48 h after PH grouped the cells into three distinct clusters (Fig. 6A). The geneset identified in Fig. 5e was restricted to only a few cells in regenerating hepatocytes, and those with highest expression were distinct from the majority population (Fig. 6B), with some cells showing very high expression and others showing little to none (Fig. 6C). This reveals heterogeneity in the transcriptional response to the loss of liver mass. To determine if the same heterogeneous response occurs during regeneration in response to liver injury, we analyzed a second scRNAseq dataset generated from mice fed a diet that induced cholestatic liver disease^65^. This also revealed a heterogenous pattern of expression of the cell proliferation geneset in both hepatocytes and biliary cells in this model (Supplementary Fig. 8A-B), whereas the liver function genes were more heterogenous and largely restricted to hepatocytes. This indicates that these findings can be extended to other cell types and is relevant to liver disease.

**Fig. 6:**
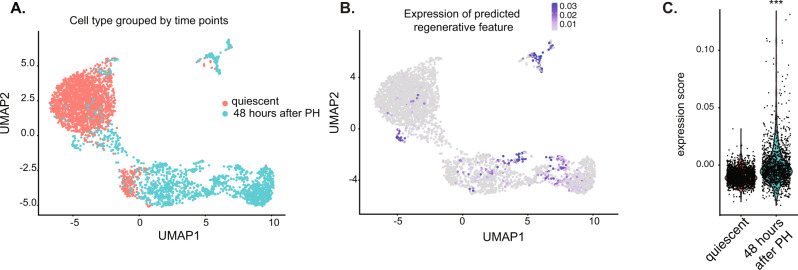
Proliferative genes are expressed in subset of regenerating hepatocytes. **A** Uniform Manifold Approximation and Projection (UMAP) was used as a dimension reduction tool to visualize the complex connections among 4000 cells profiled from quiescent livers (orange) and 48 h (teal) after PH. **B** Expression level of the regenerative gene feature which summarizes the expression of all the genes analyzed in Fig. 5e into a single value is plotted across the same UMAP reduction as in **A**, highlighting only a few cells express these pro-regenerative genes at this timepoint. **C** Violin plot showing the expression score of the regenerative gene feature in each cell in quiescent livers and 48 h after PH. Welch *t*-test was performed on expression score between quiescent and 48 h, triple asterisks (***) indicate *p*-value < 2.2e-16 by two-side *t*-test.

## Discussion

Epigenetic patterns are a well-established mechanism that coordinate gene expression, genome organization, and TE suppression; however, little is known about how epigenetic patterns contribute to gene expression in the liver or how they impact liver regeneration. The vast majority of studies on liver regeneration focus on how signaling pathways or specific transcription factors influence transcriptional programs. We investigated the epigenetic patterns that demarcate gene expression and transposon suppression in the liver under physiological conditions and asked whether an epigenetic code primes pro-regenerative genes to respond to acute loss of hepatic mass. This uncovered six distinct chromatin states in the mature male mouse liver corresponding to epigenetic marks associated with open chromatin (S1–S3), two of which are characterized by actively transcribed genes (S1–S2). We uncovered a landscape of constitutive heterochromatin marked by H3K9me3 and DNA methylation (S5), facultative heterochromatin marked by H3K27me3 (S6) and found that the vast majority of the genome (S4) is decorated by DNA methylation but largely devoid of the marks profiled by us and by ENCODE. H3K27me3 emerged as a key element of the epigenetic code that primes genes for differential expression during liver regeneration, but that TEs remain suppressed even when the epigenetic landscape is repatterned during regeneration. Together, these data support a model (Fig. 7) whereby an epigenetic code in quiescent mouse livers segments TEs into repressive states and positions the genes required for rapid response to stimuli—such as those that drive the restoration of liver mass—in open chromatin states but restrains their expression with H3K27me3 occupancy until the signal to regenerate is triggered. Surprisingly, we uncovered a heterogenous expression pattern of genes involved in cell cycle in regenerating livers in the context of chronic liver disease and PH. This suggests only some cells robustly express the regenerative geneset that we and others have studied. This confirms and extends the study by Chen et al.^51^ who identified differences in gene expression in regenerating hepatocytes based on their location in the liver (i.e., the zonal expression pattern.

**Fig. 7:**
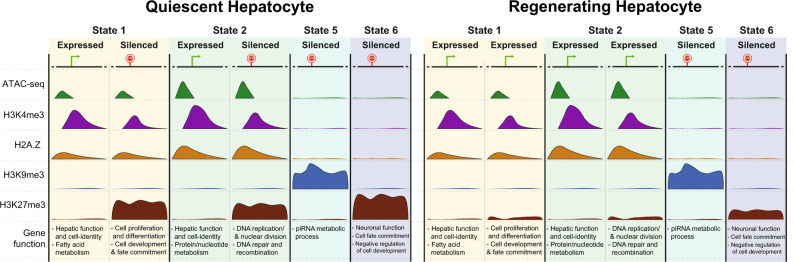
Model depicting the epigenetic combinatorial code change during liver regeneration. Gene functions were annotated using GO analysis shown in Fig. 4.

Other recent studies have illuminated the important role of epigenetic regulators in liver regeneration in the setting of chronic liver injury. One showed that differentiated biliary cells can exit a committed state in response to liver damage by remodeling the methylome/hydroxymethylome landscapes^66^. ATACseq profiling revealed that the chromatin became repatterned in regenerating livers so that pro-proliferation genes shifted to more open chromatin and the regulatory regions of genes involved in metabolism became more closed^18^. The interesting finding that the SWI/SNF complex can set a permissive chromatin state in hepatocytes to enhance liver regeneration by facilitating a gene expression profile characterizing liver-progenitor-like cells (LPLC)^17^ is of particular interest. Our preliminary analysis points to commonalities between the open chromatin states identified by our work and the permissive states defined by Li et al.^17^: 77.19% of the LPLC genes reside in S1, S2, and S3, with the majority being encompassed by S2 (Supplementary Fig. 8D). This suggests that pre-existing accessible chromatin status defined by Li et al. is similar to the open chromatin states we identified.

It is of interest to define the elements of the epigenetic code that facilitate liver regeneration. We discovered that H3K27me3 was enriched on the promoters of a subset of genes that reside in active regions. Time-course transcriptomic analysis confirmed that genes that are bivalently marked with H3K27me3 and H3K4me3 and are also located in active chromatin states in quiescent livers are poised for differential regulation during regeneration. The expression patterns of such bivalent genes during regeneration mirrored the fluctuation of H3K27me3 occupancy on their promoters. This raises the question of how H3K27me3 is patterned on certain group of genes or genomic regions. The PRC regulates H3K27me3 in a variety of contexts^67^ and work to elucidate DNA sequence determinants of PRC2 recruitment in mammals indicates that CpG islands are generally sufficient to drive H3K27me3 occupancy^68–70^. Our data point to a complex mechanism by which both H3K27me3 levels and genome occupancy change during liver regeneration, which could be due, in part, to changes in the expression of H3K27me3 modifiers, although the expression pattern of these genes does not fully explain the pattern of H3K27me3 levels or redistribution that we observed. It is possible that DNA methylation changes could induce redistribution of H3K27me3, as previously shown through studies where the hepatocyte genome was rendered hypomethylated by loss of Uhrf1^2^. However, analysis of DNA methylation at one timepoint following PH did not reveal substantial methylome changes, suggesting this as less likely. Other possibilities to be explored include the involvement of accessory proteins of PRC2 which fine tune H3K27me3 distribution^71^, active demethylation, histone turn over, and delocalization from the chromatin.

The findings presented here provide a perspective on the packaging and potential suppressive mechanisms regulating TEs, which, if unleashed, can cause genome instability, change gene expression and induce an immune response^44,72,73^. In the mouse liver, over 33% of methylated cytosines reside in TEs^19,39^, reflecting the essential role of DNA methylation in keeping TEs repressed. Our previous work uncovered striking cellular defects and gene expression changes caused by changes in DNA methylation^2,44,59,74,75^, many of which we attribute to TE activation. Recent genome-wide profiling studies uncovered a complex pattern of repressive epigenetic marks on different TE families^47^, and in vitro studies revealed a unique TE expression signature induced in cells with depleted different epigenetic regulators^47,48^. Here, we find that TEs are mainly occupied by DNA methylation and H3K9me3 in repressive chromatin states. By analyzing TEs based on age—with the older TEs being less dangerous since they degenerate and lose the ability to mobilize—we discovered H3K9me3 and DNA methylation are enriched as together on young TEs, whereas H3K27me3 does not appear to coordinate with DNA methylation in TE occupancy. These findings implicate two of the best studied heterochromatin marks—H3K9me3 and CpG methylation—as key elements of the code that restrains the most dangerous TEs. This is supported by findings that blocking the writers of these modifications causes a similar subset of endogenous retroviruses (ERVs) and LINEs to be activated^48^, demonstrating the functional importance of this repressive code.

Future work to explore how a combinatorial code dictates which genes are expressed and which are primed for expression when the liver is stimulated to regenerate will provide mechanisms to manipulate their functional impact. A recent study showing dramatic changes in the epigenetic landscape of the regenerating zebrafish fin report increased chromatin accessibility during regeneration and the static nature of DNA methylation during this process^3^. This finding is consistent with our data and with a study of chromatin accessibility in a model of liver regeneration in response to total hepatocyte ablation^18^. This suggests that mechanisms of regeneration are shared across species, even though the blastema model of fin regeneration is markedly different from liver regeneration. An important future goal is to uncover the transcriptomic and epigenomic features that dictate which cell subtypes repopulate the liver in response to injuries or resection.

## Methods

### Animal procedures

Mice maintenance and all the experimental procedures were approved by the Institutional Animal Care and Use Committee (IUCUC) at either Icahn School of Medicine at Mount Sinai (07-0589) or NYU Abu Dhabi (17-0001A1). Temperature, humidity, and light/dark cycles were controlled and mice were fed food and water ad libitum. All the experiments were performed on male mice on a congenic C57Bl/6 background between 8 and 12 weeks of age. PH was carried out by removing 70% of the liver mass as described^76^. In brief, mice anaesthetized by isoflurane underwent a small incision in the abdomen, and two cuts to free the liver from the falciform ligament and the membrane that links the caudate and the left lateral lobe. A 4-0 silk thread (Ethicon, SA10) was placed at the base of the left lobe and tied prior to resecting the left lobe and another was tied around the median lobe right above the gall bladder, followed by resection to remove 2/3 of the median lobe. The peritoneal cavity was closed using 5-0 suture (Ethicon, JV389) and the skin was closed using wound clips (BrainTree Scientific, EZC APL)^2^. At 24, 30, 40, 48, 96, 120, and 168 h, and 4 weeks following surgery, mice were euthanized for liver collection, flash frozen in liquid nitrogen, and stored at −80 °C for subsequent analysis.

### RNA and DNA extraction

RNA was isolated from liver tissues stored at −80 °C by first homogenizing using a Dounce homogenizer in DNA/RNA shield (provided by Zymo ZR-Duet kit), incubated with protease K (provided by kit) for 30 min at 55 °C, then column extracted using the Zymo ZR-Duet DNA/RNA MiniPrep kit following the manufacturer’s instructions for silicon column-based RNA and gDNA extraction. Genomic DNA was extracted from liver samples using Qiagen DNase kit according to the manufacturer’s instruction.

### Nuclear protein lysates and western blotting

Male mice on a congenic C57Bl/6 background were used between 8 and 12 weeks of age to perform partial hepatectomy (PH). Samples from four quiescent livers were collected as the portion of the liver removed for PH. Regenerating livers were collected at 24, 30, 40, 96, 120, and 168 h after PH; 2 biological replicates were collected for all timepoints except for 96 and 120 h after PH. Livers were flash frozen in liquid nitrogen and stored at −80 °C; Nuclei were isolated from 20 mg of frozen tissue homogenized in 1.25 ml of buffer (5 m M MgCl2, 50 mM Tris-HCl pH 7.6, 50 mM NaCl, 1 mM EDTA, 5% v/v Glycerol, 0.1% v/v Triton X-100, 0.1% v/v b-mercaptoethanol) in a Dounce. Homogenates were centrifuged at 1100 × *g* for 10 min at 4 °C, resuspended in 0.5 ml of sonication buffer (150 mM NaCl, 150 mM Tris-HCl pH 7.4) and sonicated with a probe sonicator (Branson). Protein lysates were cleared by centrifuging at 11,000 × *g* for 15 min at 4 °C. The proteins in the supernatant were quantified using Qubit reagent (Invitrogen) and prepared by adding SDS-PAGE loading Leammli buffer (BioRad) and incubated at 95 °C for 5 min. Five micrograms of protein was loaded onto 4–20% precasted gels (BioRad), electrophoresed, transferred onto PVDF membranes (BioRad), blocked with 5% w/v powdered milk in TBST buffer (20 mM Tris-HCl, 150 mM NaCl, 0.1% v/v Tween 20, pH 8.0) for 1 h at room temperature, and incubated overnight at 4 °C with rabbit anti-H3 (Santa Cruz sc-10809-R, 1:5000) or monocolonal anti-H3K27me3 (Active Motif 61017-M, 1:1000), diluted in blocking buffer. After washing with TBST and incubation for 1 h with anti-Rabbit IgG HRP Conjugate (Promega, 1:2500) or anti-Mouse IgG, HRP Conjugate (Promega, 1:2500) diluted in blocking buffer followed by washing in TBST, membranes were visualized using Pierce™ ECL Western Blotting Substrate (Thermo Fisher Scientific) or Clarity ECL substrate (BioRad) on the BioRad ChemiDoc. Immunoblot bands are quantified by densitometry using GelAnalyzer (http://www.gelanalyzer.com) and plotted using GraphPad Prism.

### ChIP sequencing

Hundred to two hudredred milligrams of flash-frozen liver tissue was homogenized with a tissue Dounce as previously described and subsequent micrococcal digest, chromatin immunoprecipitation, and library preparation were carried out as described^2^. The antibodies used for ChIPseq and the concentrations, volumes and sources are anti-H3K4me3 (Abcam, ab1012 1 µg/µl; used 6 µl), anti-H3K27me3 (Active Motif, 61017; 1 µg/µl; used 6 µl), anti-H3K9me3 (Active Motif, 39161; 1 µg/µl; used 6 µl), and anti-H2AZ (Abcam, ab4174; 1 µg/µl; used 10 µl). The prepared libraries were sequenced on the Hiseq2500 platform for 75 bp single-end or 100 bp paired-end reads read runs at the Core Technology Platforms (CTP) at New York University Abu Dhabi (NYUAD). After sequencing, 75 base-pair single-end or 100 base-pair paired-end reads that passed quality trimming were aligned against the mouse reference genome (GRCm38.p4) using BWA-MEM^77^. The resulting BAM files were then processed through PICARD tools (to clean, deduplicate and sort) for downstream analysis and visualization. One sample from each timepoint and antibody was used.

### ATACseq

Hundred milligrams of liver tissue was homogenized with a tissue Dounce and 50,000 nuclei were used to prepare libraries following the ATACseq protocol of Buenrostro et al.^28^. Libraries with the expected size distribution determined by bioanalyzer were sequenced on the Hiseq2500 platform for 100 cycles single-end read runs at the Genomics Core facility of the NYUAD. Sequenced reads were aligned to the mouse reference genome (GRCm38.p4) with BWA-MEM, generating sorted and cleaned bam with PICARD for further analysis. One liver was used.

### Gene expression profiling

One microgram of total RNA was used to generate libraries. RNA-seq libraries were prepared with poly-A capture according to the Illumina TruSeq RNA sample preparation version 2 protocol, following manufacturer’s instruction. The prepared libraries were sequenced on the Hiseq2500 platform for 100 cycles, paired-end read runs by the NYUAD Bioinformatic Core. Sequencing quality was assessed using FastQC and the raw reads were quality trimmed using Trimmomatic^78^ to remove low Q scores, adapter contamination and systematic sequencing errors. The reads that passed quality control were aligned to reference genome GRCm38.p4 by using tophat2 v2.1.0, with the parameters “–no-novel-junctions” and “–G”^79^. Overall alignment rates were above 95%. Three biological replicates were adopted for all experiments; replicates that were identified as outliers by principal component analysis were excluded and in those cases two samples were used.

### Single-cell RNA-seq analysis

Two scRNAseq datasets generated from regenerating mouse livers^51,65^ were retrieved from GSE158874 and GSE125688. The standard 10X Genomics Cell Ranger output was downloaded and imported using the Read10X function in Seurat (version 3.0)^80^. Hepatocytes isolated from quiescent (i.e., baseline) livers were downsampled 2000 cells to match the cell numbers from livers collected at 48 h after PH. A Seurat object was created by merging and labeled the cells from both timepoints. The quality control step in Seurat to retain cells with unique gene counts that were between 200 and 6000 and the percentage of mitochondrial genes that was lower than 75%. After removing the unwanted cells, the data were normalized using the “LogNormalize” method with a scale factor of 10,000 and scaled to remove the unwanted sources of variation from mitochondrial gene content and number of detected unique molecules in each cell. The top 2000 variable genes were calculated using the FindVariableFeatures function in Seurat and used in the following principal component analysis. Uniform Manifold Approximation and Projection (UMAP) was used as the dimension reduction. Gene feature expression was calculated with the function AddModuleScore and plotted in the same UMAP reduction. In the liver epithelium response to injury dataset, the data matrix containing contain number of unique UMI-corrected transcripts per gene per cell for BEC_ctr1, BEC_DDC1, HEP_ctr1, and HEP_DDC1 are downloaded and imported in Seurat. Four matrixes are integrated with the function of FindIntegrationAnchors in Seurat. The QC, clustering, scaling and PCA are referred as the first dataset. Dimension reduction is performed with UMAP so that the regenerative gene feature and liver function gene feature are plotted with the module score.

### DNA methylation profiling

eRRBS was previously performed on genomic DNA from mouse livers at baseline and 96 h after PH^39^. Bismark^81^ was used for alignment and calling CpG methylation with default parameters. Summary and visualization of CpG methylation was with R package ‘methylKit’^82^. CpGs with methylation level below 20% were treated as unmethylated and above 80% as methylated. Since transposons are of unequal length and not always highly conserved in sequence, we created “metaplots” for transposons and nontransposons dividing each sequence into 40 equal bins for analysis and plotted winsorized mean values (1–99 percentile) for each bin. Two biological replicates were analyzed.

### Data analysis and visualization

Chromatin states were predicted from aligned binarized bam files above by using the LearnModel command in ChromHMM^34^, where the number of states was set as 6 after optimization. To quantify gene expression, Cufflinks v2.2.1 was used to derive FPKM values, while read counts were generated using HTseq^83^ count. In ChIPseq, peak calling was with Macs2 with parameters adjusted according to different markers, H3K4me3 and H3K9me3 in narrow peak mode, H3K27me3 in broad peak mode and ATACseqw in broad peak with -f BAMPE, *p*-values are all set 0.05. Heatmaps of gene expression and ChIPseq signals were generated with R package named EnrichedHeatmap with normalization of genomic signals within target regions^84^. All targeted regions were customized within an annotation package from Bioconductor (https://www.bioconductor.org/). *TxDb.Mmusculus.UCSC.mm10.knownGene: Annotation package for TxDb object(s)* in R package version 3.4.7. To plot ChIPseq signals with mapped reads, we used deepTools^85^ generating bigwig files, normalized with RPKM for genome browser view. Clustering of heatmap and profile plot in baseline of H3K4me3 and H3K27me3 was set K-means as 3. The epigenome browser was used to generate all browser view figures^86^. Gene Ontology analysis was implemented with the R package ClusterProfiler, adopting the biological process class of GO and setting *p*-value as 0.05. Box and density plots for methylation analysis were performed with ggplot2 R package. Metaplot for CpG density was performed on *mm10* using the genomation R package.

### Statistical analysis

Test of differential expression uses a generalized linear model. We took the HTseq^83^ counted reads of genes at each timepoints compared them to baseline, respectively. The gene reads were modeled as negative binomial distributions. For multiple testing, we apply Benjamin–Hochberg correction, which was also implemented in DEseq2 in Bioconductor, with adjusted *p*-values < 0.05 as statistically significant. For transposable elements quantification, by taking the same alignment for gene quantification, reads were counted by HTseq^83^ with union mode and not strand-specifically according to a RepeatMasker annotation of mm10 from UCSC table browser as the reference. The TEs quantification is family based. Statistical analysis is implemented with DESeq2 using the same parameters as employed for differential gene expression analysis, with simple repeats excluded.

To accommodate the large number of TE copies and high variance in the sw Score, we sampled 1000 copies of TEs in each group, then permuted sampling 100 times to generate a normalized distribution representing the age of categorized TEs. We then adopted *t*-test to test the significance of TE ages in each category compared to the age of all TEs. To compare gene expression between those with H3K27me3 or without, we downsampled genes without H3K27me3 to the same number as the group with H3K27me3, and then plotted the log transformed FPKM. Statistical analysis on CpG methylation levels were performed with Prism Graphpad 8 using ANOVA or *t*-test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files'

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

Transcriptomic profiling of WT mouse liver at baseline and following PH are at “GSE125007”. Genome-wide profiling for H3k4me3, H3k27me3, and H3k9me3 in WT mouse liver are at “GSE125006”. Genome-wide profiling for H2A.Z and genome accessibility (ATACseq) in in WT mouse liver are at “GSE153090”. Genome binding/occupancy profiling in mouse liver by high throughput sequencing from ENCODE “GSE31039”. Source data are provided in published manuscripts: Chen et al. 2020 and Pepe-Mooney et al. 2019: Single-cell omics analysis of hepatocytes during liver regeneration is from “GSE158874”^51^ and Single-Cell Analysis of the Liver Epithelium in Homeostasis and Regeneration is from “GSE125688”^65^. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. A reporting summary for this Article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Chromatin states shaped by an epigenetic code confer regenerative potential to the mouse liver
**Source:** Nat Commun. 2021 Jul 5;12:4110. doi: 10.1038/s41467-021-24466-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files'

**Description of Additional Supplementary Files**

Zhang et al.

Description: Sequencing data set summary
File Name: Supplementary Table1_DataSummary

Description: Genes encompassed by each chromatin state. The presence of H3K27me3 is noted on each gene in S1, S2 and S6.
File Name: Supplementary Dataset1_StateGenes

Description: Lists of genes that are segregated by functions relevant to liver regeneration.

Liver function genes are plotted in Figure 4C as red dots. Cell Cycle genes are clustered in Figure 5C.
File Name: Supplementary Dataset2_FunctionalGene

Description: Genes in chromatin states are categorized in distinct ontologies. All genes in each state were categorized as expressed or silenced, and each category was then analyzed for GO of biological function. Significantly enriched GO categories are shown for each state. GO categories relevant to liver regeneration are italicized and were used for subsequent analysis in Figure 5.
File Name: Supplementary Dataset3_FullGO

Description: Raw images of western plots
File Name: Source Data

How the deposited data were processed for this re-analysis (not part of the article)

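Chromatin accessibility (ATACseq) and H2A.Z occupancy (ChIPseq) were measured in 1 WT and 1 Uhrf1hepKO liver, which gives 4 libraries with 1 library per condition. The other marks of the study, its RNA-seq and its DNA methylation data were not analysed here. Supplementary Table 1 was not used here.

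The authors aligned the reads to GRCm38.p4 with BWA-MEM, cleaned and sorted them with PICARD, and called peaks per library with MACS2, without pooling. Removal of duplicates is given for ChIPseq. The methods describe the ATACseq reads as single-end, and the peak calls as made with the option for paired-end alignments. They do not give the mode of the H2A.Z calls, and the deposited list has the narrow peak columns. The version of MACS2, a control library and a shift of the ATACseq reads are not given in the methods, nor is the treatment of reads with several equally good placements. Each deposited peak has a score that the authors' caller made for display as 10 times the −log10 q-value. It has a fold enrichment, a ratio of the pileup of reads to the local background that the authors' caller averaged over the region for ATACseq and took at the summit for H2A.Z. The deposited −log10 p- and q-values were made in the same way. For H2A.Z, the deposited summit is another value, its distance in bp from the start of the peak. No value is scaled between libraries, so folds were not compared across lists.

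From these lists, peaks on chromosomes 1 to 19, X and Y were used, with positions written 1-based in GRCm38. Genes came from GENCODE vM21 and sequence from the RefSeq FASTA of the same build, whose lower-case bases were taken as repeat-masked. The program that masked them is not named in the file, and no class of repeat was assigned. A peak was at a TSS when it overlapped a window of 5 kb on either side of the 5′ end of the gene, as in the paper's Fig. 4A. Promoters were 500 bp upstream of the TSS, as in Fig. 3, and base pairs were assigned to promoter, exon, intron and intergenic sequence in that order. Overlaps needed 1 bp. Peak overlap was set beside 100 random placements of the same peaks on the same chromosomes. The share of a gene list with a peak was given with a Wilson 95% interval and with its percentile among 10000 random lists of the same size of protein-coding genes, as a description of these libraries. Lists matched on promoter CpGs drew each gene from the same one of 10 classes by the number of CpGs within 500 bp of the TSS. This matching was added after the peak lists were examined. The list of genes in each state was used for S3 and S5, which are held in full. The sheets of S1, S2, S4 and S6 are held in part and were not tested.

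The depth is known only through the peak lists. MACS2 gives a fold as the pileup plus 1 over the background plus 1, so folds at sites with the same background rise in even steps. The step gave a background of 3.10 reads per base in the WT and 3.30 in the Uhrf1hepKO H2A.Z list, and in 99.3% and 99.4% of the peaks on these steps the Poisson p-value of that pileup matched the deposited one. The most frequent folds of the ATACseq lists gave 1.56 in WT and 2.00 in Uhrf1hepKO. Taking the shortest peak of each list as the fragment length, the depth of the Uhrf1hepKO library was 1.42 times that of the WT library in ATACseq and 1.00 times in H2A.Z. Sites with too few reads are missing from the lists, and 1 library per condition leaves the spread between mice unknown.

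To find sequence that recurs, every 32-mer under an ATACseq peak was counted on both strands of chromosomes 1 to 19, X and Y. A 32-mer recurred when it was found more than once. Reads were longer than 32 bases, so a recurring 32-mer does not by itself mean that a read has several placements.

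Genes named in the text are those the paper names, the 3 liver enriched and the 3 cell proliferation genes with the highest fold of a WT peak at the TSS in each assay, and the genes in or nearest the 3 peaks with the highest fold that have no overlap in the other genotype. The nearest peaks to Fbp1 and to the Hoxc genes were added after these genes were seen to have none. Peak lists, windows, promoters, TSSs, overlap rules and backgrounds were each varied 1 at a time. These alternatives were chosen before the data were examined, and none was added to them later.

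The steps were tested on simulated data with known answers. All 200 protein-coding genes with a planted peak were found, overlaps of 400 simulated intervals were those of a comparison base by base, and 956 of 1000 random lists of 258 genes lay in the central 95% of the draws. All 269 32-mers of a planted repeat were counted with their 5 copies. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.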

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

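The tests of peak numbers outside 3 to 8 Mb of chromosome 14, of the rank of shared peaks, of peaks with no recurring 32-mer and of chromosomes 1, 10, 11 and 12 (except that of their recurring 32-mers) were chosen only after the result was seen, and how large a remainder counts against an explanation was settled after the values were known.

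The results in this part come from the Uhrf1hepKO liver, on which the paper does not report. Uhrf1 (ENSMUSG00000001228) lies on chromosome 17 from 56303321 to 56323486. Each liver had 1 ATACseq peak near its TSS, from 56303985 to 56304264 in WT (fold 3.96) and from 56304145 to 56304419 in Uhrf1hepKO (fold 4.70). Each also had 1 H2A.Z peak, from 56303045 to 56303182 in WT (fold 6.58) and from 56303037 to 56303177 in Uhrf1hepKO (fold 6.04). Peak lists hold no reads over exons, so they cannot show the deletion, and the genotypes rest on the sample labels.

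The first result is a signal in these unreported ATACseq data. Of the 10764 Uhrf1hepKO peaks, 4268 had no overlap in WT, and 25.8% of the bases under them were repeat-masked, against 14.1% under the 4096 peaks found only in WT. Accessibility gained at repeats needs a higher share in the Uhrf1hepKO liver, and the difference was 11.7 percentage points. Without the peaks at 3 to 8 Mb of chromosome 14 it was 10.5, so that region is not the whole cause. Weak peaks added by the greater depth of the Uhrf1hepKO library are not the whole cause either, since 5.88 points remained among peaks in the upper part of each list by fold. On chromosomes other than 1, 10, 11 and 12, and without the chromosome 14 region, 4.42 points remained. Among peaks that both livers share, those that were mostly repeat-masked rose in rank by 0.122 percentile points relative to little masked ones, within the range of reassigned classes (−0.868 to 0.974), which argues against a general rise at repeats that are open in both livers. Among peaks with no recurring 32-mer, 5.76% of bases were masked in the Uhrf1hepKO-only and 5.09% in the WT-only peaks, a difference of 0.673 points. The excess thus may lie in sequence that recurs in the genome, where reads can have several placements. Leaving out recurring sequence also leaves out young repeats, so this does not separate opening of such repeats from reads assigned to them in another way or in greater number. An effect of Uhrf1 loss stays open, as does any other difference between 2 single libraries.

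The second result is the same comparison in H2A.Z, a signal in unreported data. Of the bases under the 11490 peaks found only in the Uhrf1hepKO liver, 17.3% were repeat-masked, against 15.7% for the 15451 found only in WT. The difference of 1.66 points has the sign that a gain of H2A.Z at repeats needs. It was 0.856 points when shared peaks had to overlap by at least 50% of both, and 2.15 points with the same number of top peaks in both livers. The depths were alike in this assay. No spread between mice is known, so a difference of this size may be one between any 2 livers.

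The third result is the number of ATACseq peaks at 3 to 8 Mb of chromosome 14, which was 519 in the Uhrf1hepKO and 379 in the WT list, again in data on which the paper does not report. Outside the region the ratio of Uhrf1hepKO to WT peaks was 1.00, against 1.37 inside. A list that is more sensitive everywhere would show more peaks outside too, but this ratio mixes little masked and mostly masked peaks, and a greater depth could act more on recurring sequence, so the greater depth and the genotype cannot be told apart for the peaks of this region. Of the 32-mers under peaks found only in the Uhrf1hepKO liver, 95.5% recurred within the region, while elsewhere on the chromosome 16.9% recurred within 5 Mb. Reads shared between near-identical copies are thus a candidate explanation for where these peaks are called. The 32-mers were counted under peaks found in 1 liver and not across the region. The 32-mers of the WT-only peaks there recurred no less, so this does not tell why the Uhrf1hepKO list has more. H2A.Z peaks in the region numbered 43 in WT and 59 in Uhrf1hepKO. Outside it, the Uhrf1hepKO to WT ratio of H2A.Z peaks was 0.914 on chromosomes 1, 10, 11 and 12 and 0.916 on the others. The depths were alike in H2A.Z, but the numbers in the region are small and come from another assay. They do not decide between depth and genotype for the ATACseq peaks. A change in the liver without Uhrf1 stays open and was not tested.

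The fourth result is that chromosomes 1, 10, 11 and 12 held 514 ATACseq peaks with at least 50% of their bases repeat-masked in the Uhrf1hepKO list and 249 in the WT list, 2.06 times as many. These are the first 4 chromosomes when names are sorted as text. Little masked peaks there had a ratio of 0.976, which argues against more copies of these chromosomes. In the mostly masked Uhrf1hepKO-only peaks of these chromosomes, 92.4% of 32-mers recurred in the genome, with a median of 9921 copies, against 66.6% and 5 copies on the other chromosomes. Reads with several equally good placements are thus a candidate explanation for these peaks. Assignment of such reads by the order of chromosomes could give this choice of chromosomes but was not tested. The methods do not give the treatment of such reads. The WT-only peaks showed the same placement, with 92.0% and 9619 copies, so placement alone does not give the higher number in Uhrf1hepKO. On the other chromosomes, without 3 to 8 Mb of chromosome 14, mostly masked peaks rose 1.19 times. A deeper Uhrf1hepKO library and an effect of the genotype cannot be told apart for these peaks, because the 2 libraries differ in both and sites that collect reads from many copies could respond to depth more steeply than others, which was not tested.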

How the results depend on the processing

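No alternative in this part was chosen after the result was seen. Recomputing the 29 main results gave 140 values, of which 66 stayed, 74 moved further and 0 reversed. Counts, shares and CpG densities cannot change sign, so only the differences could reverse. A value stayed when it was within counting error, or within 1.5 times for counts, medians, differences and CpG densities. The limit of 1.5 times also held for shares of bins and of the genome, and for shares of base pairs under peaks found in 1 liver. Among 41 other results, 135 of 222 values stayed and 87 moved. Where no reason is given, the cause was not tested. No paired analysis was possible because each condition has 1 library.

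Keeping only peaks at or above the median fold of each list moved the most results. By construction it left 5291 WT ATACseq and 28231 WT H2A.Z peaks, and bins with a peak fell to 0.0985% and 0.489%. Shares of genes with a peak fell as peaks were removed. For ATACseq they were 24.1% in S3, 12.2% in S5, 37.1% of cell proliferation genes, and 4.31% in S1 and 9.88% in S2 of liver enriched genes. For H2A.Z they were 50.1% in S3, 74.0% of cell proliferation genes, and 22.4% in S1 and 54.3% in S2 of liver enriched genes. Promoters with either peak were 35.3%. The promoter share of base pairs rose to 43.9% under ATACseq and 23.9% under H2A.Z peaks, and 59.0% of ATACseq positions near a TSS lay within 100 bp. Of ATACseq peaks, 33.5% overlapped H2A.Z, and 7.33% of H2A.Z peaks overlapped ATACseq. The WT peaks found in the Uhrf1hepKO liver were 65.0% for ATACseq and 72.6% for H2A.Z. The excess of repeat-masked bases under Uhrf1hepKO-only ATACseq peaks was 4.71 points, with overlaps counted anew between the shorter lists. The S1 minus S2 difference in ATACseq width was −221.5 bp, from 5 and 8 genes.

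With peaks of q 0.01 or lower, 37.3% of ATACseq peaks overlapped H2A.Z and 6.76% of H2A.Z peaks overlapped ATACseq. The WT peaks found in Uhrf1hepKO were 63.3% and 70.7%. Positions of ATACseq within 100 bp were 56.4%, the promoter share under ATACseq peaks was 37.8% and promoters with either peak were 40.6%. An ATACseq peak was at 44.7% of cell proliferation genes and 9.48% of liver enriched genes in S1. The difference in ATACseq width was −167 bp.

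An overlap of at least 50% of the shorter peak gave 22.1% of ATACseq peaks on H2A.Z, 4.95% of H2A.Z peaks on ATACseq, and 59.6% and 68.2% of WT ATACseq and H2A.Z peaks in Uhrf1hepKO. With 50% of both peaks these were 4.94%, 1.02%, 48.9% and 53.7%, and the H2A.Z excess of repeat-masked bases was 0.856 points. A stricter overlap can only lower these shares. With the same number of top peaks in both livers, 73.5% of WT H2A.Z peaks were found in Uhrf1hepKO. Bins covered by at least 50% were 0.114% for ATACseq and 0.421% for H2A.Z.

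A window of 1 kb around the TSS gave H2A.Z shares of 55.4% in S3, 76.9% of cell proliferation genes and 20.7% of liver enriched genes in S1, and differences in width of −140 bp for ATACseq and −48.5 bp for H2A.Z. With 500 bp, the H2A.Z shares were 50.4%, 74.3% and 17.2%, and 63.0% of liver enriched genes in S2. The ATACseq share in S3 was 27.5% and the differences in width were −130 bp and −44 bp. A smaller window can only lower a share.

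With the TSS of any transcript, H2A.Z was at 71.6% of S3 genes and 85.2% of cell proliferation genes, promoters with either peak were 47.4%, and the promoter share was 47.7% under ATACseq and 24.8% under H2A.Z peaks. Positions within 100 bp were 62.8% for ATACseq and 17.8% for H2A.Z. With all annotated genes, the latter was 8.24% and promoters with either peak were 19.7%.

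Promoters of 1 kb upstream held 35.7% of base pairs under ATACseq and 29.8% under H2A.Z peaks, and 42.5% had either peak. With 500 bp on either side these were 53.4%, 29.8% and 45.7%. Counted by centre or summit, promoters held 30.5% of ATACseq and 16.9% of H2A.Z peaks.

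The S1 to S2 comparison of ATACseq rests on 20 and 18 genes. Whether a greater depth would raise the shares of peaks found in both livers was not tested.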

Differences from the paper's values

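The distances of the peaks nearest to Fbp1 were looked up only after it was seen to have none, and the other comparisons in this part were chosen beforehand.

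The paper's number of genes in S4 is 4580, and the S4 sheet of its Supplementary Data 1 has 7611 rows, of which 1999 were held here, so the genes among them were not counted. The paper's numbers are of genes in each state that contain any of its profiled marks, and whether the sheets keep to this was not tested. For S2 the paper's number is 7778 and the sheet has 7778 rows. No alternative set before the data were examined bears on these sizes. The sizes of the liver enriched and cell proliferation lists did not differ from the paper's by more than 1.5 times. The paper's number of liver enriched genes is 242, and its supplementary list holds 258. The paper's numbers of cell proliferation genes are 109, 207 and 268 in clusters 1, 2 and 3, and the list holds 108, 207 and 269. The paper states a lower total for S3 and S5 than the 405 and 184 genes on their sheets, and the same limit holds.

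The paper states that Fbp1 is marked by the open chromatin marks of S1. In the deposited WT lists, Fbp1 and the 5 kb around its TSS held 0 ATACseq and 0 H2A.Z peaks, and the nearest were 8160 bp and 5209 bp from the gene. The lists hold called peaks only, while the paper shows a browser view of the signal. H3K4me3, for which S1 is also enriched in the paper, was not analysed here. The absence of called peaks thus does not contradict the paper's statement.

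The paper states that S1 has fewer and broader ATACseq and H2A.Z peaks than S2. Only the width is taken up in this part, for the called peak with the highest fold at each gene. At the liver enriched genes, the median widths went the other way, with a difference of −83 bp for ATACseq, which lay inside the central 95% of random reassignments of the states, and of −23 bp for H2A.Z. The alternatives set before the data were examined that moved these by over 1.5 times also gave narrower peaks in S1, from −130 to −167 bp for ATACseq and from −44 to −48.5 bp for H2A.Z. A further one, keeping only ATACseq peaks at or above the median fold, gave −221.5 bp, which rests on 5 genes in S1 and 8 in S2. The paper's statement covers all genes of the states and the spread of the signal, which were not analysed here.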

Other observations

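The test of peaks in 1 liver against their fold and the tests of promoter CpGs were written before their results were seen, the comparison of cluster 3 with matched lists was chosen only after the peak lists were examined, and the values on clusters, named genes and the Uhrf1hepKO liver are descriptions with no test.

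Fewer liver enriched genes than random protein-coding genes had an ATACseq peak at the TSS in WT liver. Their promoters are poor in CpGs, and the test asked whether random lists matched on promoter CpGs have a share as low. The share of 15.5% was at the 91.6th percentile of 10000 matched lists, whose median was 12.8%, so the low number may go with CpG-poor promoters. For H2A.Z at liver enriched genes in S1, either an ordinary or a low share was foreseen among matched lists, and neither was found. The share of 37.9% was at the 99.4th percentile, above a matched median of 27.6%. This decides nothing about promoter CpGs, because S1 was modelled with this same H2A.Z library while the matched lists draw genes of every state. Expression was not matched, and no biological explanation was tested.

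The 3 clusters of cell proliferation genes differed in ATACseq, and in H2A.Z cluster 3 stood apart from the others. In WT liver, an ATACseq peak was at 85 of 108 genes (78.7%, interval 70.1 to 85.4%) of cluster 1, 125 of 204 (61.3%, interval 54.4 to 67.7%) of cluster 2 and 82 of 268 (30.6%, interval 25.4 to 36.4%) of cluster 3. An H2A.Z peak was at 98.1% (interval 93.5 to 99.5%), 98.0% (interval 95.1 to 99.2%) and 59.7% (interval 53.7 to 65.4%) of them. Both shares of cluster 3 were below most lists matched on promoter CpGs, with matched medians of 41.4% for ATACseq (percentile 0.0150) and 67.9% for H2A.Z (percentile 0.0800). Among random lists that were not matched, they were at the 55.9th and 99.0th percentiles. The shares of cluster 3 depend on the choice of TSS. With the TSS of any transcript they were 37.3% for ATACseq and 70.1% for H2A.Z, while those of clusters 1 and 2 stayed within counting error. Matched lists were not drawn for that TSS, so whether the shares of cluster 3 stay low there is not known. The paper took the genes of all 3 clusters from the silenced genes of S1 and S2, states modelled with these same libraries. The high shares of clusters 1 and 2 are thus not independent of the selection of states. Cluster 3 was taken from the same states and had lower shares, so this selection alone does not set the clusters apart. The matched lists draw genes of any expression, so the low shares of cluster 3 cannot be told apart from the selection of silenced genes. The paper also built the clusters from H3K4me3 and H3K27me3 in liver, where cluster 3 is low in H3K4me3, so the low shares are not independent of its chromatin data.

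E2f1 had 1 ATACseq peak at its promoter in WT (154569919 to 154570132 on chromosome 2, fold 3.72) and none within 5 kb in Uhrf1hepKO. With a −log10 q of 1.70 it was a weak peak. Mcm2 had an ATACseq peak over its first bases in both livers, with a fold of 4.58 in WT and 4.28 in Uhrf1hepKO. Of the genes for writers and erasers of H3K27me3, Ezh2, Eed and Kdm6a had an ATACseq and an H2A.Z peak within 5 kb of the TSS in both livers. Suz12 had H2A.Z peaks and no ATACseq peak in either. Kdm6b had an ATACseq peak at a different site in each liver, centred at −4087 bp from the TSS in WT and 4914 bp downstream of it in Uhrf1hepKO, and H2A.Z peaks in Uhrf1hepKO alone.

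Many peaks were found in 1 liver. Of the WT ATACseq peaks, 61.3% (interval 60.4 to 62.2%) overlapped a Uhrf1hepKO peak, and of the WT H2A.Z peaks 70.0% (interval 69.6 to 70.4%) did. If peaks near the calling threshold are the source, the share should rise with the fold. Over 4 parts of equal size of the WT ATACseq list, from the lowest to the highest fold, it was 33.9%, 50.6%, 70.8% and 89.8%, a rise of 55.9 points. Peaks near the threshold are thus a candidate explanation for most peaks found in 1 liver. Among liver enriched genes, 26 had an ATACseq peak in both livers, 14 in WT alone and 23 in Uhrf1hepKO alone. Among cell proliferation genes, these numbers were 230, 62 and 43.

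Of the ATACseq peaks with no overlap in the other liver, those with the highest fold in Uhrf1hepKO were over Mir6236 on chromosome 9 (110281250 to 110281368, fold 16.1), in an intron of Pknox1 (fold 13.3, 100% repeat-masked) and near Ric8b (fold 12.5). In WT they were in an intron of Gnb1l (fold 9.49, all 32-mers recurring, with a median of 2 copies), near Gm6082 (fold 8.78) and in an intron of Gm49709 (fold 8.55). All 6 were 140 bp or shorter. For H2A.Z they were near Tsc22d4, Gm7213 and Kdm5d in WT, with folds of 10.7, 9.51 and 9.26, and at Map2k3os, near Alb and near Rgs17 in Uhrf1hepKO, with folds of 9.06, 9.04 and 8.60. No biological explanation was tested.

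Repeat-masked bases are 36.4% of the genome, 12.8% of the sequence under WT ATACseq peaks and 14.3% of that under WT H2A.Z peaks. In the Uhrf1hepKO liver these shares were 16.8% and 14.7%.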
